# ZMYND8 mediated liquid condensates spatiotemporally decommission the latent super-enhancers during macrophage polarization

**DOI:** 10.1038/s41467-021-26864-x

**Published:** 2021-11-11

**Authors:** Pan Jia, Xiang Li, Xuelei Wang, Liangjiao Yao, Yingying Xu, Yu Hu, Wenwen Xu, Zhe He, Qifan Zhao, Yicong Deng, Yi Zang, Meiyu Zhang, Yan Zhang, Jun Qin, Wei Lu

**Keywords:** Autoimmunity, Epigenetics in immune cells

## Abstract

Super-enhancers (SEs) govern macrophage polarization and function. However, the mechanism underlying the signal-dependent latent SEs remodeling in macrophages remains largely undefined. Here we show that the epigenetic reader ZMYND8 forms liquid compartments with NF-κB/p65 to silence latent SEs and restrict macrophage-mediated inflammation. Mechanistically, the fusion of ZMYND8 and p65 liquid condensates is reinforced by signal-induced acetylation of p65. Then acetylated p65 guides the ZMYND8 redistribution onto latent SEs de novo generated in polarized macrophages, and consequently, recruit LSD1 to decommission latent SEs. The liquidity characteristic of ZMYND8 is critical for its regulatory effect since mutations coagulating ZMYND8 into solid compartments disable the translocation of ZMYND8 and its suppressive function. Thereby, ZMYND8 serves as a molecular rheostat to switch off latent SEs and control the magnitude of the immune response. Meanwhile, we propose a phase separation model by which the latent SEs are fine-tuned in a spatiotemporal manner.

## Abstract (web summary)

Macrophages employ epigenetic remodeling, especially the regulation of superenhancers (SEs), to promote classical polarization and function; whether liquid-liquid phase separation (LLPS) is involved is not known. Here, the authors show the epigenetic reader ZMYND8 forms condensates to deactivate latent SEs in a spatiotemporal manner and thereby restrict macrophage-mediated inflammation.

## Introduction

Macrophages are highly plastic and differentiate into distinct subsets, which requires epigenetic reprogramming to establish a lineage-specific enhancer profile^1,2^. Besides constitutively activated enhancers, primed (poised) enhancers are pre-occupied by lineage-determining transcription factors (LDTF) PU.1 and/or C/EBP during macrophage development. While some signal-dependent transcription factors (SDTF) can open a set of previously packed genomic regions to generate latent (de novo) enhancers^3,4^. Both primed and latent enhancers trigger specific gene transcription in response to stimulations^3–6^. The preserved epigenetic modifications on latent enhancers contribute to the memory of innate immune response, also known as trained immunity^3^.

Recently some massive clusters of *cis*-regulatory elements characterized by longer stretches of DNA, a higher level of histone H3K27 acetylation were defined as super-enhancers (SEs)^7,8^. They are bound with large amounts of transcription factors (TF) and coactivators to drive lineage-specific gene expression^9–11^. Malfunction of SEs leads to unleashed inflammation and subsequent autoimmune diseases such as atherosclerosis^12–14^. The mechanism by which SEs boost transcription remained unclear until recently, a liquid–liquid phase separation (LLPS) model was proposed^15^. LLPS forms non-membranous liquid compartments through weak, multivalent interactions among proteins and/or nucleic acids^16^. These liquid compartments serve as scaffolds to concentrate proteins that perform similar functions or a suppression model to make protein complexes unapproachable^17,18^. LLPS modulates various biological reactions, including chromatin structure remodeling^19,20^, RNA processing^21^, signal transduction^22–24^, and SE regulated transcription^25–27^. Through LLPS, coactivators recruit TFs together with SEs to achieve a long-range interaction between distal regulatory elements and promoters and consequently promote transcription of multiple genes simultaneously with high efficiency^15^. It has been illuminated that various extracellular stimuli prime and activate the subset-specific SE profile in macrophages^28^. However, how those enhancers, especially latent SEs being silenced or fine-tuned to control the magnitude of the macrophage-mediated immune response, is still unclear.

The epigenetic reader protein ZMYND8 recognizes various histone codes, including H3K4 methylation and H3K14 acetylation^29,30^. In response to DNA breaks, it incorporates into a suppressive complex, facilitating the DNA damage repair^31,32^. ZMYND8 can deactivate enhancers through H3K4me3 demethylase KDM5C and repress oncogenes transcription and subsequent tumorigenesis^33^. Through collaboration with BRD4, HIF-1, and HIF-2, ZMYND8 promotes gene transcriptions in breast cancer cells^34^. This positive regulation effect may also be due to the association between ZMYND8 and P-TFEB complex^35^.

Here we demonstrated that ZMYND8 forms phase-separated liquid compartments both in vitro and in vivo. Dependent on its liquidity feature, ZMYND8 compartments undergo dynamic translocation onto NF-κB associated latent SEs and suppress the subsequent pro-inflammatory genes expression through LSD1-mediated enhancer deactivation. We demonstrated LLPS could both stimulate and decommission SEs and propose a phase separation model of spatiotemporal transcription control. The epigenetic reader coalesces with post-translationally modified TFs to increase the regulatory specificity and efficiency on SEs-related gene transcription.

## Results

### ZMYND8 suppresses pro-inflammatory gene expression and alleviates the macrophage-mediated inflammatory response in vivo

Given the reduced ZMYND8 expression in multiple inflammatory disease patients^36–39^ (Supplementary Fig. 1a, b), we focus on the function of ZMYND8 in macrophages-mediated inflammation. As such, we generated *Zmynd8* conditional knock-out mice (cKO) by crossing *Zmynd8*-floxed mice with *Lyz2*-Cre mice (Supplementary Fig. 1c, d). *Zmynd8* cKO mice are viable and have normal myeloid lineage cell development in bone marrow, including macrophages (Supplementary Fig. 1e), neutrophils (Supplementary Fig. 1f), and dendritic cells (Supplementary Fig. 1g). In addition, *Lyz2*-Cre-mediated *Zmynd8* deletion does not influence the in vitro differentiation of bone-marrow-derived macrophages (BMDMs) (Supplementary Fig. 1h).

We then in vitro induced classical (M1 type) and alternative (M2 type) macrophage polarization with LPS and IL-4, respectively. 

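Bone marrow-derived macrophages (BMDMs) are macrophages grown in culture from bone marrow cells. BMDMs from WT and Zmynd8 cKO mice were left without treatment (NT), or treated for 6 h with 100 ng/ml LPS, a bacterial cell wall component, or with 20 ng/ml IL-4, a cytokine. WT mice were littermates that carried the floxed allele without Cre, and in cKO mice Cre was expressed from the Lyz2 locus. According to the Methods, 3 biological replicates were mixed into each library, so each condition has 1 library and no difference between conditions has a replicate check. The authors aligned the reads to the mm10 transcriptome with TopHat and deposited estimated counts per gene. The libraries held between 22597421 and 28386625 counts. Counts were rounded and divided by the library total, and log2 fold changes were taken on these scaled counts (CPM) with a pseudocount of 1. Genes with a mean of at least 10 counts in the 2 libraries were tested, which left 12463 genes in NT, 12386 genes after LPS and 13245 genes after IL-4. A gene was called when its fold change was at least 1.2 and its adjusted p was under 0.05 in an exact binomial test on the reads, with Benjamini-Hochberg adjustment. That test compares the 2 libraries, not the conditions. Intervals are 95% exact Clopper-Pearson limits on the reads, and they cover counting error only. Zmynd8 (ENSMUSG00000039671) had 2284 counts in the WT library and 1842 in the library labelled cKO in NT, 1967 and 2033 after LPS, and 3636 and 3944 after IL-4. Its log2 fold changes were -0.10, 0.13 and 0.24, and it was not called in any of the 3 comparisons. Counts per gene do not separate the floxed exons from the rest of the transcript, so the libraries are named by their labels. Lyz2 had 287004 counts in the WT library and 162753 in the library labelled cKO in NT, 171869 and 67763 after LPS, and 253808 and 137038 after IL-4. Between 6133 and 31447 Xist reads were counted in each of the 6 libraries.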

Polarized WT and *Zmynd8* cKO BMDMs were applied to transcriptome analysis by RNA-seq. Most differentially expressed genes are upregulated in *Zmynd8* cKO BMDMs after LPS treatment (Fig. 1a). 

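After LPS treatment, 3204 of the 12386 tested genes were called between the WT library and the library labelled Zmynd8 cKO, of which 2119 were higher in the latter and 1085 were lower. Genes higher in the library labelled cKO made up 66.1% of the calls. The stricter rule in the legend of Fig. 1, a log2 fold change over 1.2, moved the number of calls most among the fold rules and left 48 genes, 28 higher and 20 lower. With the median ratio of the libraries in place of the library totals, 1803 genes were higher and 1378 lower, so that 56.7% of the calls were higher. An exact test of edgeR with an assumed biological coefficient of variation of 0.2 called 37 genes, 22 higher and 15 lower. In the authors' deposited table, 283 genes are marked significant, 169 higher and 114 lower. The smallest absolute log2 fold change among them is 1.00, so this mark is stricter than a fold change of 1.2. Among called genes with a mean of at least 100 counts, the highest log2 fold changes were those of Lyz1 (3.18, ENSMUSG00000069515), Gm7336 (3.04, ENSMUSG00000078636), F7 (1.78, ENSMUSG00000031443), Il12b (1.56, ENSMUSG00000004296) and Pira2 (1.51, ENSMUSG00000089942). Lyz1 and Lyz2 are near-identical copies and Gm7336 is a predicted gene that may share reads with a copy elsewhere, so both values are uncertain. The lowest were those of Cnbd2 (-2.89, ENSMUSG00000038085), Gm15494 (-1.91, ENSMUSG00000091177), Camk2b (-1.76, ENSMUSG00000057897), Kctd19 (-1.41, ENSMUSG00000051648) and Pgf (-1.34, ENSMUSG00000004791). Rela (ENSMUSG00000024927), which encodes p65, had a log2 fold change of 0.11, and Kdm1a (ENSMUSG00000036940), which encodes LSD1, of 0.30. Kdm5c (ENSMUSG00000025332) had a log2 fold change of 0.24, Hdac1 (ENSMUSG00000028800) of -0.10 and Spi1 (ENSMUSG00000002111) of -0.44.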

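The heatmap of Fig. 1b names 14 pro-inflammatory genes, and in LPS-treated BMDMs the point values of 9 were higher in the library labelled Zmynd8 cKO than in the WT library and those of 5 were lower. Of these, Il23a and Ccl17 had too few counts for a direction. Ccl2 (ENSMUSG00000035385) rose from 19081 counts to 22768 counts, a log2 fold change of 0.34 (95% limits 0.31 to 0.37). For Il6 (ENSMUSG00000025746), counts went from 330 to 498, a log2 fold change of 0.64 (0.48 to 0.89). Il1b (ENSMUSG00000027398) had the highest log2 fold change of the 14 genes, 1.42 (1.35 to 1.52), with 1626 counts in the WT library and 4137 in the other. Cxcl10 (ENSMUSG00000034855) changed by 0.10 on the log2 scale, from 71192 to 71983 counts, and was not called. Nos2 (ENSMUSG00000020826) had 186078 counts in the WT library and 173173 in the library labelled cKO, a log2 fold change of -0.02, and was not called either. The called genes were Ccl2, Il6, Il1b, Il1a, Ccl7 and Ccl12, which were higher, and Il27, which was lower with a log2 fold change of -0.38. Over the 12 genes that could be tested, 6 were called higher and 1 lower when p-values were adjusted over all genes tested, and 6 and 1 when they were adjusted over the list alone. Il23a had 7 counts in the WT library and 2 in the other, with 95% limits of -5.02 to 0.67 that include no change, and Ccl17 had 0 and 1 counts, which allows no fold change. The median log2 fold change of the 14 genes was 0.11 (0.08 to 0.16), at percentile 91.1 of 10000 random lists of the same size matched on mean expression. The paper shows these genes as upregulated in the same RNA-seq, so this percentile is not independent support. A pseudocount of 0.1 moved this median most, to 0.23.

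**Figure D1:**
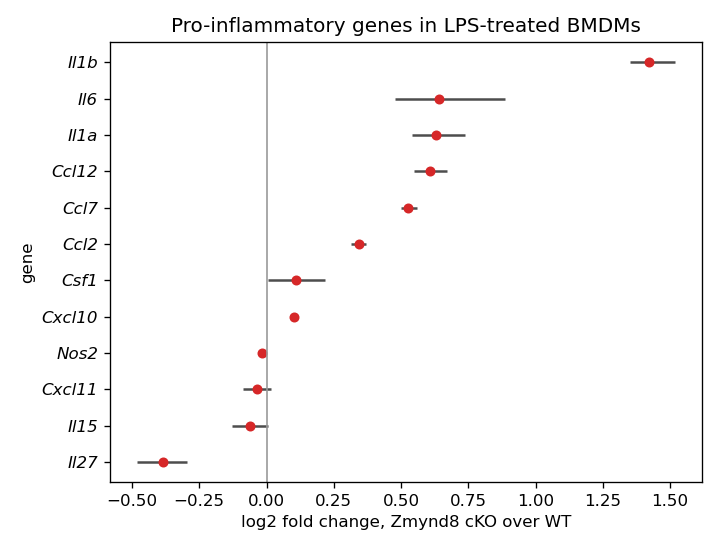
Log2 fold change of the library labelled Zmynd8 cKO over the WT library (x axis) for the 12 genes of Fig. 1b with a mean of at least 10 counts (y axis) in LPS-treated BMDMs. Points are log2 fold changes, lines are 95% exact limits on the reads of the 2 libraries, and the values run from -0.38 for Il27 to 1.42 for Il1b.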

Especially pro-inflammatory gene expression, such as *Ccl2*, *Il1b*, *Il6*, *Cxcl10*, and *Nos2* (Fig. 1b). Gene set enrichment analysis (GSEA) suggested that upregulated genes are enriched in the NF-κB pathway (Fig. 1c). In contrast, WT and *Zmynd8*-deficient BMDMs exhibited a similar transcriptome change in the non-treated (NT) and IL-4 treatment groups (Supplementary Fig. 2a, b). 

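The deposited annotation places 266 genes in the NF-κB signaling pathway, of which 89 had counts in the LPS-treated libraries. In the library labelled Zmynd8 cKO, 60 of these were higher and 29 lower than in the WT library, including 11 genes with at most 3 counts in both libraries, which give no direction. The 89 genes had a median log2 fold change of 0.11 (95% limits 0.07 to 0.14). This median lay at percentile 99.7 among the matched random lists. Among the 73 pathway genes that could be tested, 23 were called higher and 5 lower. A running-sum score over the tested genes, ranked by log2 fold change and weighted by its size, was 0.366 for the 73 tested pathway genes. After IL-4, where the annotation places 281 genes in the pathway, 71 of 106 with counts were higher and 35 lower, with a median of 0.06 at percentile 99.97. There 31 were called higher and 4 lower, and the score was 0.645, so the higher score is not specific to LPS. Without treatment, 44 were higher and 46 lower, with a median of -0.005 at percentile 64.7. In NT 10 were called higher and 21 lower, and the score was -0.257. For LPS, a separate hand-written list of 40 NF-κB genes moved the score most, to 0.582. Of its 39 genes with counts, 32 were higher and 7 lower, and 17 were called higher and 0 lower, both over all genes tested and when adjusted over the list alone. Genes are not independent replicates, so no p-value across genes is given. From the GSEA of the LPS-treated BMDMs, the paper proposes that genes of the NF-κB pathway are enriched among those upregulated without Zmynd8.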

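Without treatment, 5934 genes were called between the WT library and the library labelled Zmynd8 cKO, 2701 higher and 3233 lower. After IL-4 treatment, 3208 genes were called, 1822 higher and 1386 lower. The median absolute deviation of the log2 fold changes was 0.291 (95% limits 0.288 to 0.294) in NT, 0.190 (0.187 to 0.193) after LPS and 0.161 (0.159 to 0.163) after IL-4. Counting noise alone would give 0.0531, 0.0614 and 0.0495. At a mean of at least 1000 counts, which moved the spread after IL-4 most, it was 0.121 there. The authors' deposited tables mark 840 genes as significant in NT, 296 higher and 544 lower, and 542 genes after IL-4, 392 higher and 150 lower. These marks again start at an absolute log2 fold change of 1.00. Of the 14 genes of Fig. 1b, 11 could be tested in NT, and 2 were called higher and 6 lower. The median log2 fold change of the 14 was -0.17. Il6, Il23a and Ccl17 had at most 2 counts in each library. After IL-4 the median of the 14 was 1.53. The 13 that could be tested there were all higher, and 12 were called higher over all genes tested and 13 when adjusted over the list alone. Ccl2 rose from 363 to 1810 counts after IL-4 (2.35) and from 6423 to 10440 counts in NT (0.91), whereas Ccl5 fell from 1414 to 507 counts in NT (-1.23). Among M2 markers after IL-4, Arg1 (ENSMUSG00000019987) had 42592 counts in the WT library and 40252 in the other, a log2 fold change of 0.04. Mrc1 (ENSMUSG00000026712) fell by 0.32 on the log2 scale, from 32115 to 23617 counts, and Pdcd1lg2 (ENSMUSG00000016498), which encodes PD-L2, fell by 0.43, from 2241 to 1520 counts. Both were called, and the median of the 3 markers was -0.32, at percentile 1.60 of the random lists. Among called genes with a mean of at least 100 counts, the highest changes in NT included Lyz1 (3.64), F7 (2.29) and Fam3b (ENSMUSG00000022938), with 3 counts in the WT library and 239 in the other (95% limits 4.97 to 8.82). The lowest in NT included B430305J03Rik (-4.67, ENSMUSG00000053706) and Ifit2 (-3.13, ENSMUSG00000045932). After IL-4 the highest included Lyz1 (5.56) and F7 (3.35), and the lowest Hpgd (-2.34, ENSMUSG00000031613) and Ier5l (-1.54, ENSMUSG00000089762). From a hand-written list of interferon-response genes, 29 of 29 with counts were lower in NT and 29 of 30 were higher after IL-4.

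**Figure D2:**
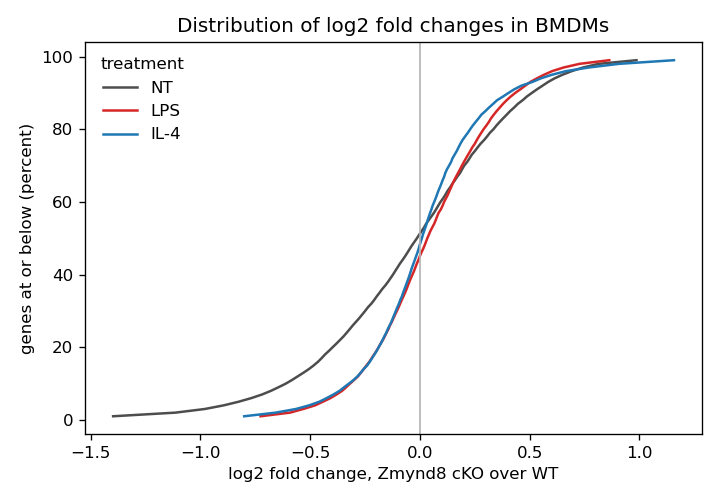
Percentage of tested genes at or below each log2 fold change (y axis, from 1 to 99 percent) against the log2 fold change of the library labelled Zmynd8 cKO over the WT library (x axis), with 1 line per treatment. The NT line is the widest: its percentiles 10 and 90 lie at -0.61 and 0.51, against -0.32 and 0.43 after LPS and -0.32 and 0.40 after IL-4.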

LPS-induced upregulation results were also confirmed by RT-qPCR (Supplementary Fig. 2c). Meanwhile, Pam3CSK4 stimulation also induces elevated pro-inflammatory gene expression in *Zmynd8* cKO BMDMs through the TLR2 pathway (Supplementary Fig. 2d). Marker genes in alternatively polarized macrophages (IL-4 treatment), such as *Arg1*, *Mrc1*, and *Pdl2*, did not differ significantly without *Zmynd8* (Supplementary Fig. 2e). We also generated the *Zmynd8*-deficient Raw264.7 mouse macrophage cell line (Supplementary Fig. 2f) and observed similar results, indicating that ZMYND8 suppresses pro-inflammatory gene expression (Supplementary Fig. 2g). The protein level of ZMYND8 is pretty much stable until 24 h post-LPS polarization (Supplementary Fig. 2h). *Zmynd8* loss did not alter the TLR4 signal transductions, as evidenced by the similar extent of phosphorylation levels of ERK and p38 (Supplementary Fig. 3a), as well as the JNK and NF-κB/p65 in BMDMs (Supplementary Fig. 3b). Similar results were present in Raw264.7 cells (Supplementary Fig. 3c, d).

**Fig. 1:**
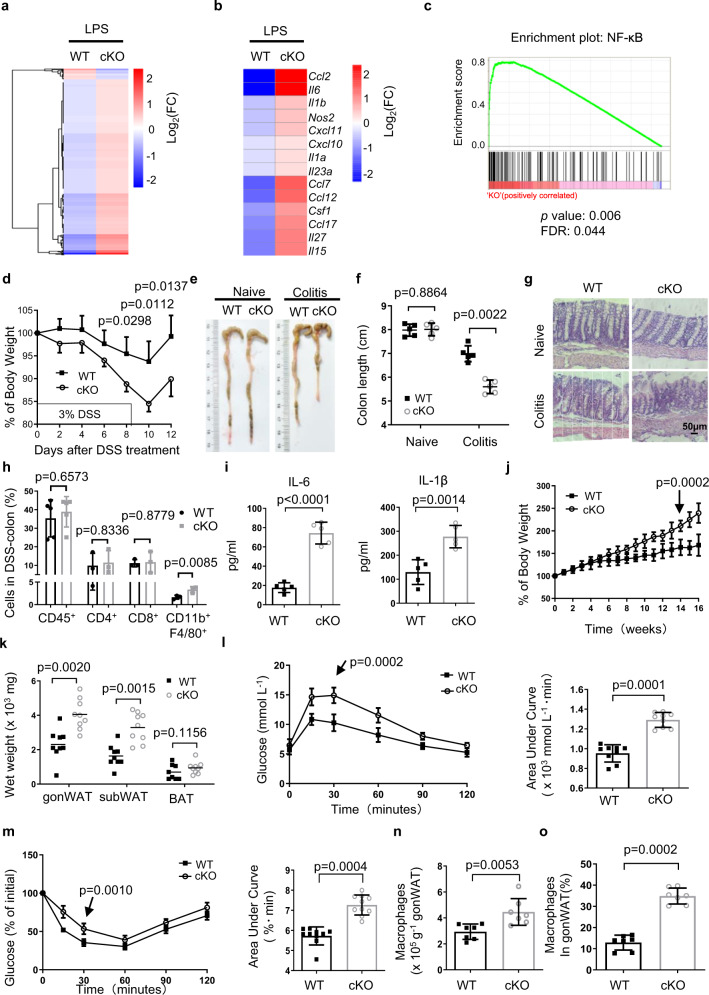
ZMYND8 suppresses pro-inflammatory gene expression and alleviates the macrophage-mediated inflammatory response in vivo. **a**, **b** RNA-Seq analysis of WT and *Zmynd8* cKO BMDMs stimulated with LPS for 6 h. The heatmap analysis showing the differentially expressed genes with adjusted *p* value <0.05, false discovery rate <0.05, and log_2_ fold-change >1.2 (**a**). The indicated pro-inflammatory cytokine and chemokine genes are upregulated in *Zmynd8* cKO BMDMs (**b**). Two-tailed Student’s *t*-test determined *p* values. **c** GSEA analysis of RNA-Seq data obtained from WT and *Zmynd8* cKO BMDMs treated with LPS. NF-κB pathway gene cluster was enriched in *Zmynd8* cKO BMDMs. **d** Five 6-week-old female WT and *Zmynd8* cKO mice were challenged with DSS in drinking water for 7 days, and the body weight loss was measured from day 0. DSS-treated mice were euthanized on day 12. Two-tailed Student’s *t*-test determined *p* values. **e**, **f** The macroscopic images of colons were shown (**e**), and colon lengths were measured (*n* = 5 per group). *P* values were determined by a two-tailed Student’s *t*-test (**f**). **g** Representative H&E-stained images of proximal colon cross-section of naïve and DSS-challenged WT and *Zmynd8* cKO mice at day 12. Bars, 50 µm. **h** The percentage of the colon-infiltrated immune cells of DSS-challenged WT and *Zmynd8* cKO mice (*n* = 4 per group) was evaluated by flow cytometry on day 6. **i** ELISA measurement of pro-inflammatory cytokines production in the blood of WT and *Zmynd8* cKO mice (*n* = 5 per group) challenged with DSS for 7 days. **j** Body weight changes of WT and *Zmynd8* cKO mice (*n* = 10 per group) during HFD feeding. **k** Depot mass of gonWAT, subWAT, and BAT in WT and *Zmynd8* cKO mice (*n* = 9 per group). **l**, **m** GTT (*n* = 8 per group) (**l**) and ITT (*n* = 9 per group) (**m**) assays were performed in WT and *Zmynd8* cKO mice. **n**, **o** The absolute numbers (**n**) and frequencies (**o**) of gonWAT macrophage in HFD fed WT and *Zmynd8* cKO mice (*n* = 7 per group) based on flow cytometry analysis. All data are means ± SD. Two-tailed Student’s *t*-test determined *p* values. All the animal experiments were repeated twice. Source data are provided as a Source Data file.

Dextran sodium sulfate (DSS) induces macrophage-mediated colitis in vivo independent of T or B cells^40^. We, therefore, set up an inflammatory bowel disease (IBD) model in *Zmynd8* cKO mice by treating them with DSS. In *Zmynd8* cKO mice, macrophages induced severe inflammation symptoms, reflected by quicker weight loss (Fig. 1d) and shorter colons (Fig. 1e, f) than WT controls. Histological investigations verified the severe inflammatory phenotypes, evidenced by thicker colonic walls and more severe mucosal structure disruption in *Zmynd8* cKO mice (Fig. 1g). Flow cytometry analysis of infiltrated immune cells in the colons from DSS-treated mice show comparable CD45^+^ cells and CD4^+^ and CD8^+^ T cells between WT and *Zmynd8* cKO mice. However, *Zmynd8* deficiency led to enhanced macrophage infiltration into colons (Fig. 1h). We also measured the cytokines in the sera from DSS-treated mice and found that both pro-inflammatory cytokines IL-6 and IL-1β were elevated in *Zmynd8* cKO mice (Fig. 1i). All those data demonstrated an exacerbated inflammatory response in DSS-treated *Zmynd8* cKO mice.

High-fat-diet (HFD)-treated mice also develop a macrophage-mediated, inflammation-dependent obesity phenotype^41^. We fed WT and *Zmynd8* cKO mice with an HFD for 16 weeks. Upon HFD challenge, *Zmynd8* cKO mice gained more body weight (Fig. 1j). They displayed a higher weight of multiple adipose depots (Fig. 1k), including gonadal white adipose tissue (gonWAT) and subcutaneous white adipose tissue (subWAT). Meanwhile, the glucose tolerance test (GTT) assay showed that *Zmynd8* cKO mice had a much slower glucose clearance rate (Fig. 1l). The area under the curve (AUC) of GTT confirmed that the lack of *Zmynd8* in macrophages decelerates glucose tolerance (Fig. 1l). Insulin tolerance test (ITT) assay showed that blood glucose levels in *Zmynd8* cKO mice decreased more slowly than the WT control after insulin injection (Fig. 1m), indicating less sensitivity to insulin administration in *Zmynd8*-deficient macrophages. FACS measurements showed that the gonWAT tissue from obese *Zmynd8* cKO mice contained more macrophages in absolute numbers (Fig. 1n) and frequencies (Fig. 1o) compared to those in WT mice. Taken together, both models demonstrated that *Zmynd8* deficiency in macrophages aggravates the inflammatory response in vivo.

### LPS-induced ZMYND8 translocation onto the latent SEs regulating pro-inflammatory genes

The genome-wide-binding patterns of ZMYND8 in non-treated (NT) and LPS-treated BMDMs were analyzed by ChIP-seq, respectively. As reported before^33^, ZMYND8 bound promoter regions, but with a higher preference for intergenic and intron regions of the genome (Supplementary Fig. 4a, left). LPS stimulation did not change this binding preference (Supplementary Fig. 4a, right). Though the total numbers of ZMYND8-binding peaks decreased after LPS treatment, we observed 4393 peaks newly occupied by ZMYND8 (Fig. 2a), indicating that LPS induces genomic redistribution of ZMYND8. We then did a comprehensive ChIP-Seq analysis of enhancer markers, H3K4 mono-methylation (H3K4me1), H3K27 acetylation (H3K27ac), and chromatin accessibility analysis by ATAC-Seq in NT and LPS-treated BMDMs. ZMYND8 associated loci highly overlapped with H3K4me1 and H3K27ac peaks (Supplementary Fig. 4b), representing the active enhancer regions^42,43^.

**Fig. 2:**
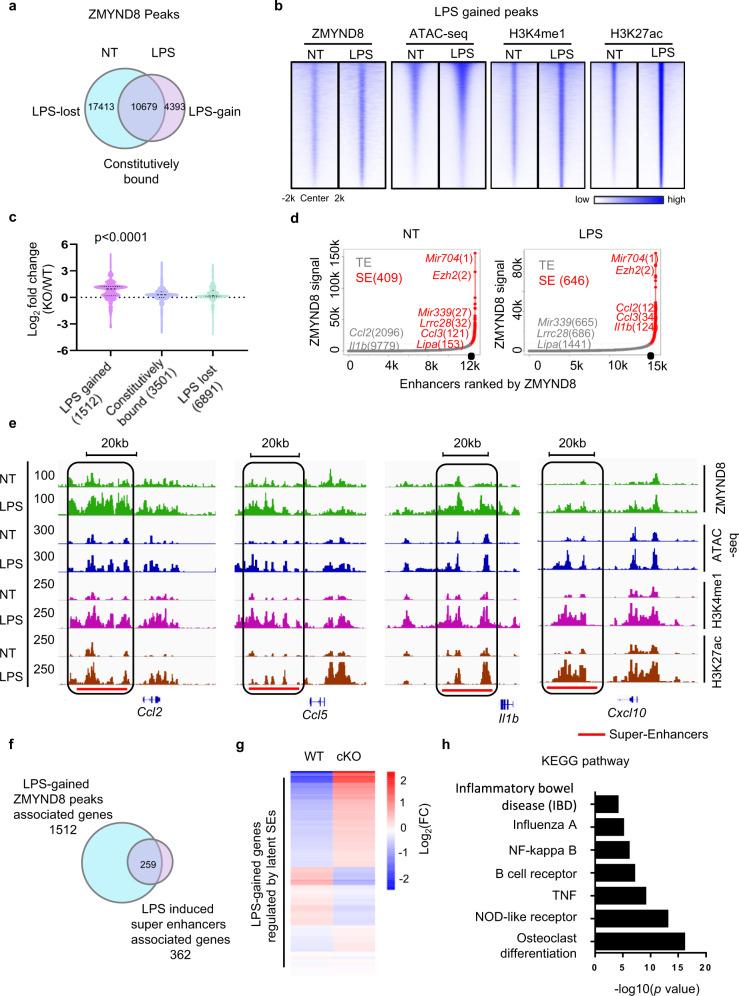
LPS-induced ZMYND8 translocation onto the latent SEs regulating pro-inflammatory genes. **a** Venn diagram analysis of ChIP-seq peaks of ZMYND8 in non-treated (NT) and LPS-treated BMDMs. LPS-gained, LPS-lost, and constitutively bound ZMYND8 peaks were labeled. **b** Heatmap analysis of ChIP-seq data obtained from NT and LPS-treated BMDMs. Peak density heatmap showing LPS-gained ZMYND8-binding signals, where the H3K4me1, H3K27ac, and chromatin accessibility (ATAC-seq) signals before and after LPS treatment were also shown. Each row shows ±2 kb centered regions of LPS-gained ZMYND8 peaks. **c** Based on the RNA-Seq results from WT and *Zmynd8* cKO BMDMs, the violin plots summarizing the *Zmynd8* deficiency-induced expression change of genes associated with LPS-gained, LPS-lost, and constitutively bound ZMYND8 peaks. *P* value by one-way ANOVA test. **d** Ranked plots of enhancers and super-enhancers defined in NT (left) and LPS-treated (right) BMDMs associated with increasing ZMYND8 signals (units: r.p.m.). Enhancers and SEs are defined as regions of ZMYND8 ChIP-seq binding not contained in promoters. The cutoff discriminating TEs from SEs is shown as a dashed line. Genes associated with enhancers that are considered typical or super are colored gray and red, respectively. **e** Genome Browser tracks showing ZMYND8, H3K4me1, H3K27ac ChIP-seq signals, and chromatin accessibility (ATAC-Seq) in the NT and LPS-treated macrophages at selected SE regions. **f** Genes associated with LPS-gained ZMYND8 peaks are overlapped with those LPS-induced latent SEs. **g** Heatmap analysis showing *Zmynd8* deficiency-induced expression changes of genes regulated by ZMYND8-enriched latent SEs. **h** KEGG pathway analysis of genes associated with both LPS-gained ZMYND8 peaks and LPS-gained SEs. Source data are provided as a Source Data file.

According to the ZMYND8 distributions in NT- and LPS-treated macrophages, we classified ZMYND8-binding peaks into three groups, LPS-gained, LPS-lost, and constitutively bound (Fig. 2a). We noticed that LPS-gained ZMYND8 peaks were highly enriched in the latent enhancer regions, which initially lacked H3K4me1 and H3K27ac markers and exhibited less chromatin accessibility, but underwent epigenetic remodeling to acquire active enhancer markers and chromatin accessibility after LPS treatment (Fig. 2b). However, ZMYND8 LPS-lost and constitutively bound peaks did not exhibit this preference (Supplementary Fig. 4c, d). After converting ZMYND8 chromatin-binding peaks into related genes, LPS-gained ZMYND8-binding peaks are associated with 1512 genes; LPS-lost ZMYND8 peaks are linked to 6891 genes, and 3501 genes bearing constitutively bound ZMYND8 peaks. Based on the RNA-Seq result, the expression of those LPS-gained ZMYND8 peaks related genes (LPS-gained genes) is significantly upregulated in *Zmynd8-*deficient BMDMs. In contrast, constitutively bound and LPS-lost genes were not dramatically changed (Fig. 2c).

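The deposited Raw264.7 tables carry 4 different unlabelled lists of gene names beside their values, of which 2 were used here, a longer list of 1529 names and a shorter list of 285 names. Neither of these has a heading, and no name list of the LPS-gained genes was found in the paper's text, so what the longer list stands for is not known. All 285 names of the shorter list are in the longer one. Of the longer list, 1342 genes had counts in the LPS-treated BMDMs, and 783 of them were higher and 559 lower in the library labelled Zmynd8 cKO than in the WT library. Their median log2 fold change was 0.05, and it lay at percentile 99.99 of the matched random lists, whose own medians lay between 0.00 and 0.03 in 95% of draws. Among the 1243 genes that could be tested, 285 were called higher and 107 lower. Scaling by the median ratio moved the median most, to 0.01. In the untreated libraries, 563 of 1338 genes of this list were higher and 775 lower, with a median of -0.08. After IL-4, 661 of 1347 were higher and 686 lower, with a median of -0.004 at percentile 2.7. There 229 were called higher and 188 lower.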

We also analyzed the ZMYND8 distribution on the SEs by applying the ZMYND8-binding peaks to the Rank Ordering of Super-Enhancers (ROSE) algorithm and analyzed the ZMYND8 abundance at those SE regions. We identified a total of 409 SEs bound with ZMYND8 in NT BMDMs, and an increased number of 646 SEs in LPS-treated BMDMs (Fig. 2d). Some SEs, such as *Mir704* and *Ezh2*, were constitutively activated and showed comparable ZMYND8-binding intensities in both NT and LPS treated BMDMs. While at enhancer regions related to *Mir339*, *Lrrc28*, and *Lipa*, ZMYND8-binding peaks were diminished from those sites. Interestingly, LPS-gained ZMYND8 peaks accumulated on the newly formed SEs, such as *Ccl2* and *Il1b* (Fig. 2d, right). Genome browser snapshots confirmed the translocation of LPS-gained ZMYND8 peaks onto latent SEs, including *Ccl2*, *Ccl5*, *Il1b*, and *Cxcl10*. These SEs are previously inaccessible and lack enhancer markers H3K4me1 and H3K27ac before TLR4 pathway activation (Fig. 2e). Thereby, ZMYND8 preferably moves onto latent SEs de novo generated in LPS polarized macrophages.

In total, 362 genes are associated with LPS-induced latent SEs, among which the 259 SE regulating genes are overlapped with genes related to LPS-gained ZMYND8 peaks (Fig. 2f). 

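The shorter unlabelled list beside the deposited Raw264.7 values holds 285 names, which is not the number of latent SE genes that the paper counts, and it carries no heading. It is called the listed genes here. In LPS-treated BMDMs, 260 listed genes had counts, of which 176 were higher and 84 lower in the library labelled Zmynd8 cKO than in the WT library. Their median log2 fold change was 0.10 (95% limits 0.08 to 0.12), above all 10000 random lists, and 71 were called higher and 18 lower among the 237 that could be tested. Under the median ratio scaling the split was 164 higher and 96 lower, and the median was 0.06. The same genes were 100 higher and 156 lower in the untreated libraries and 162 higher and 99 lower after IL-4. The paper's text, figures and supplementary primer table name 8 genes at SEs that gain ZMYND8 after LPS, which are Ccl2, Il1b, Cxcl10, Il1a, Ccl7, Il27, Ccl5 and Ccl22. After LPS their median log2 fold change was 0.43 (0.41 to 0.45), above all random lists, with 6 genes higher and 2 lower, and scaling by the median ratio gave 0.39. Ccl2, Il1b, Cxcl10, Il1a, Ccl7 and Il27 are also in Fig. 1b, which the paper drew as upregulated from the same RNA-seq. The rank among random lists after LPS is therefore not independent support. After IL-4 all 8 were higher and called, with a median of 1.64 that was above all random lists as well, and without treatment 3 were higher and 5 lower, with a median of -0.17. After LPS, Ccl22 (ENSMUSG00000031779) had 1091 counts in the WT library and 1844 in the other, a log2 fold change of 0.83. Il1a (ENSMUSG00000027399) had 1392 and 2041 counts (0.63), and Ccl7 (ENSMUSG00000035373) had 15549 and 21097 counts (0.53). Ccl5 (ENSMUSG00000035042) was lower, with 118165 and 104365 counts (-0.09). Of the 8 genes, 5 were called higher and 1, Il27, lower, over all genes tested and when adjusted over the list alone. At other SEs that the paper names, Ezh2 (ENSMUSG00000029687) had a log2 fold change of 0.16, Ccl3 (ENSMUSG00000000982) of 0.36, Lrrc28 (ENSMUSG00000030556) of -0.01 and Lipa (ENSMUSG00000024781) of 0.16.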

We found that those 259 genes were also mainly upregulated in *Zmynd8*-deficient BMDMs (Fig. 2g). KEGG (Kyoto Encyclopedia of Genes and Genomes) analysis on those 259 latent SE genes indicates multiple inflammatory pathways, including NF-κB, which are reminiscent of RNA-seq results (Fig. 2h). These results suggest that ZMYND8 undergoes genomic redistribution after classical polarization, and LPS-gained ZMYND8-binding peaks suppress the latent SEs of pro-inflammatory genes.

### ZMYND8 forms phase-separated liquid condensates in the nucleus

LLPS highly controls the activation of SE to achieve long range and efficient regulations^25^. To evaluate whether ZMYND8 also employs the same mechanism in macrophages to undergo broad redistributions in response to a classical polarization signal, we first assessed the intracellular localization of endogenous ZMYND8 by immunofluorescence. ZMYND8 is mainly localized in the nucleus and forms spheric protein puncta or nuclear speckles with an average size of 100–300 nm (Fig. 3a). Then we overexpressed the GFP-tagged ZMYND8 protein in macrophage cell line Raw264.7 and measured the fluidity of ZMYND8 compartments by using fluorescence recovery after photobleaching (FRAP). The bleached ZMYND8 puncta recovered their GFP fluorescence quickly (Fig. 3b), verifying the fluidity and protein diffusion coefficients of the compartments formed by ZMYND8. The intrinsically disordered regions (IDR), or low complexity domains (LCD), embedded in proteins are responsible for LLPS^17^. We analyzed the ZMYND8 protein sequence by online analysis software, Predictor of Natural Disordered Region (PONDR) (v.VL3). We found that ZMYND8 has an uncharacterized protein domain (from amino acids 388 to 899) with the highest IDR predictive score value (Fig. 3c). We generated various ZMYND8 protein fragments to verify that the IDR domain of ZMYND8 executes LLPS (Fig. 3d). The nuclear-localized IDR domain forms liquid compartments directly in transfected HeLa cells, reflected by the FRAP (Fig. 3e and Supplementary Fig. 5a, b) and its ability to undergo droplet fusion (Fig. 3f). The deletion of the C-terminal MYND (Myeloid-Nervy-DEAF1) domain does not affect the liquid compartment formation (Supplementary Fig. 5c). The N-terminal PBP domain (containing PHD, BRD, and PWWP domains only, which recognize multiple histone modification codes) cannot form the liquid compartments in transfected cells (Supplementary Fig. 5d). To confirm ZMYND8 itself can form those liquid compartments, we then expressed and purified the GFP-tagged ZMYND8-IDR domain from *E. coli*. In vitro-purified IDR protein forms liquid-like condensates in a protein concentration-dependent manner (Fig. 3g). 1,6-Hexanediol (1,6-HD) is an aliphatic alcohol, which would not change protein stability but can disassemble phase-separated condensates by disrupting the weak hydrophobic interactions^44^. ZMYND8-IDR liquid compartments are sensitive to the 1,6-HD treatment (Fig. 3h). Meanwhile, the high sodium chloride concentration also disperses the ZMYND8-IDR liquid droplets in vitro (Fig. 3i).

**Fig. 3:**
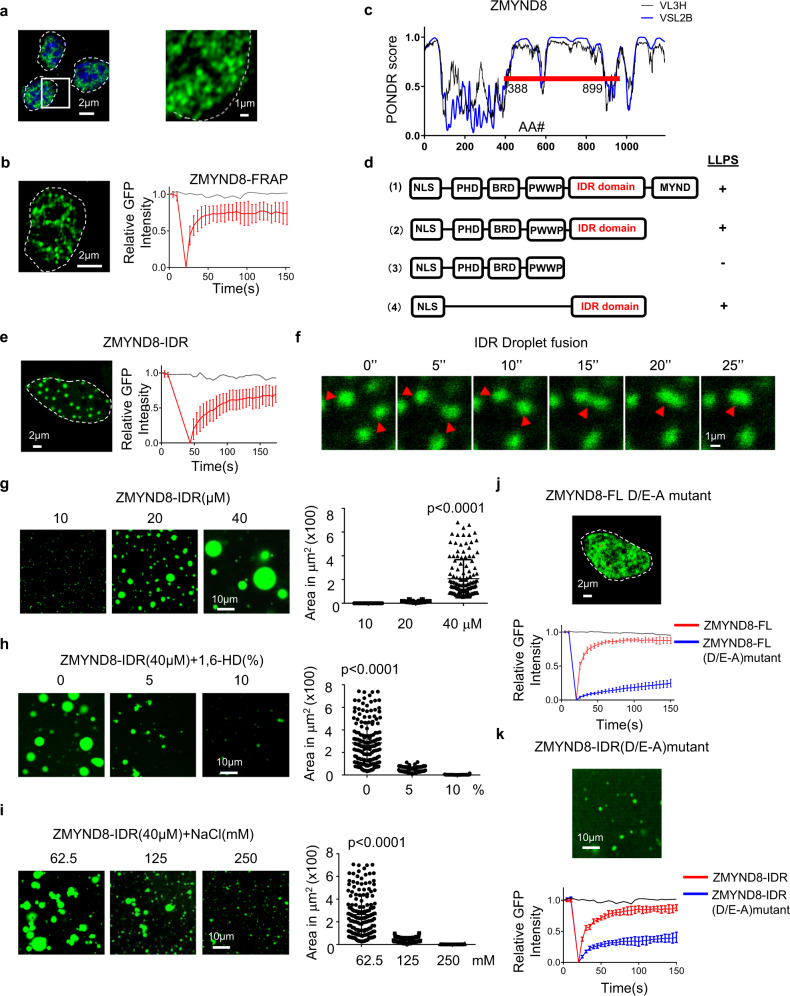
ZMYND8 forms liquid-liquid phase separation in the nucleus. **a** Immunofluorescence imaging of endogenous ZMYND8 in BMDMs. ZMYND8 signal (green) is shown merged with DAPI stain. Experiments were repeated three times. **b** FRAP experiment of GFP-ZMYND8 overexpressed in Raw264.7 cells (left), quantification of FRAP data for GFP-ZMYND8 puncta (right). Bleaching event occurs at *t* = 20 s. Data are plotted as mean values ± SD (*n* = 10). **c** Graphs plotting intrinsic disorder regions (PONDR VSL2B and VL3H) of ZMYND8. PONDR VSL2B and VL3H score (*y*-axis) and amino acid position (*x*-axis) are shown. The red bar designates the IDR under investigation. **d** Schematic of recombinant GFP fusion ZMYND8 fragments tested for LLPS. **e** ZMYND8-IDR fragment was transfected into HeLa cells and analyzed by FRAP (left), quantification of FRAP data for ZMYND8-IDR fragment puncta (right). Data are plotted as mean values ± SD (*n* = 10, examined over three independent experiments). **f** Droplet fusion is highlighted in a higher resolution and extended times frame as indicated. **g** Representative images of GFP-ZMYND8-IDR droplet formation at different protein concentrations. Data are presented as mean values ± SD (10 µM: *n* = 107; 20 µM: *n* = 116; 40 µM: *n* = 132; examined over three independent experiments). *P* value by one-way ANOVA test. **h** 1,6-Hexanediol (HD) was added at the indicated concentrations into solutions containing 40 μM GFP-ZMYND8-IDR. Data are presented as mean values ± SD (0%: *n* = 169; 5%: *n* = 160; 10%: *n* = 166; examined over three independent experiments). *P* value by one-way ANOVA test. **i** Representative images of droplet formation at different salt concentrations. Forty micromolar GFP-ZMYND8-IDR was added to the droplet formation buffer. Data are presented as mean values ± SD (62.5 mM: *n* = 169; 125 mM: *n* = 160; 250 mM: *n* = 166; examined over three independent experiments). *P* value by one-way ANOVA test. **j** All aspartic acid (D) and glutamic acid (E) residues in IDR were mutated to alanine (A) to generate mutant D/E-to-A (D/E-A). Then full-length (FL) WT (*n* = 7 samples), ZMYND8 (red line), and mutant (*n* = 10 samples) (blue line) were transfected into HeLa cells (upper), followed by FRAP quantification assay (lower). Data are presented as mean values ± SD. Cells were examined over three independent experiments. **k** Representative images of droplet formation of GFP-ZMYND8-IDR (D/E-A mutant) in vitro (upper) and analyzed by FRAP (lower). Red line: WT IDR (*n* = 10 samples); blue line: D/E-A mutant (*n* = 9 samples). Data are presented as mean. values ± SD. Source data are provided as a Source Data file.

LLPS relies on the low affinity, multivalent interactions mediated by the charged amino acids inside IDR regions^16^. We found the ZMYND8-IDR region has a large portion of negatively charged amino acids D/E (aspartic acid/glutamic acid) (Supplementary Fig. 5e). We mutated all those 66 acidic residues on the IDR region into Alanine (A) and investigated the effects on LLPS. Mutated ZMYND8 in full-length (FL) still forms spheric puncta in the nucleus, but those compartments lost their liquidity and failed to recover GFP fluorescence in the FRAP assay (Fig. 3j). Purified WT IDR fragment (Supplementary Fig. 5f) fully recovered in the FRAP assay in vitro (Fig. 3k, red line). In comparison, the protein condensates formed by ZMYND8 D/E-to-A mutant (Supplementary Fig. 5g) failed to recover the GFP fluorescence in the FRAP assay (Fig. 3k, blue line). Therefore, D/E-to-A mutations on the ZMYND8-IDR region intensify the protein–protein interactions, consolidating the ZMYND8 liquid droplets into solid aggregates.

All those data suggested that ZMYND8 can perform LLPS both in vivo and in vitro, and the acidic amino acids in the IDR region of ZMYND8 play indispensable roles in the LLPS.

### ZMYND8 translocation onto SEs is dependent on its liquidity feature

To investigate whether ZMYND8 liquid compartments are present directly at the SEs of pro-inflammatory genes, we designed and synthesized multiple DNA probes targeting the *Ccl2* SE and applied DNA fluorescence in situ hybridization (FISH) after immuno-staining the endogenous ZMYND8. In LPS-treated macrophages, ZMYND8 speckles are colocalized with the SE region upstream of the *Ccl2* gene, which indicates that ZMYND8 occupied those SEs through liquid condensates (Fig. 4a). In vitro, 1,6-HD dissolved the FL ZMYND8 liquid droplets efficiently (Supplementary Fig. 5h). We then applied 1,6-HD onto LPS-treated BMDMs to evaluate the ZMYND8 association with SEs by ChIP-seq and FISH. 1,6-HD treatment did not affect the transcription or the ZMYND8 protein stability (Supplementary Fig. 5i, j) but disrupts the ZMYND8 binding of total peaks from ChIP, especially the LPS-gained peaks (Fig. 4b). ZMYND8-binding peaks at the SEs of *Ccl2, Ccl5, Il1b*, and *Cxcl10* were also diminished by 1,6-HD (Fig. 4c). The disassociation of ZMYND8 from the SE region after 1,6-HD treatment was further supported by the FISH results (Supplementary Fig. 5k).

**Fig. 4:**
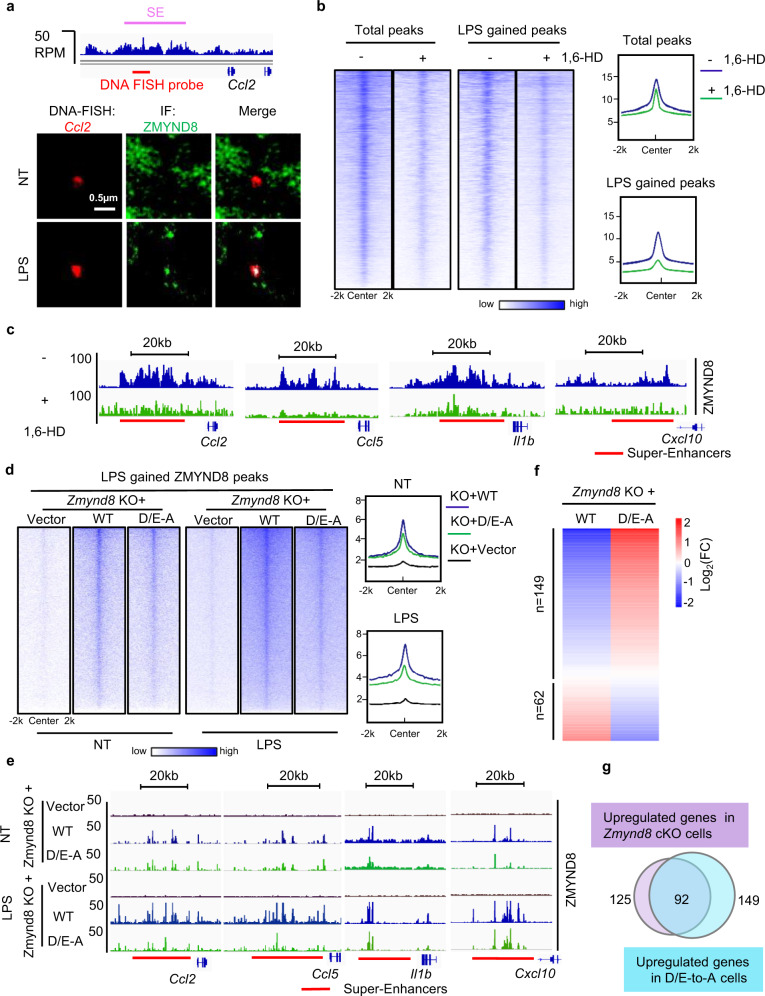
The translocation of ZMYND8 compartments onto SEs of pro-inflammatory genes is dependent on its liquidity feature. **a** Depiction of *Ccl2 SE* locus with ZMYND8 ChIP-seq signals (blue histograms) and the location of FISH probes. Colocalization between ZMYND8 protein and the *Ccl2* probe in fixed WT BMDMs by IF followed by DNA FISH. Images of the indicated IF and FISH are shown, along with the merged channels (overlapping signal in white). **b** Left, heatmap analysis showing the total and LPS-gained ZMYND8 ChIP-seq signals from the untreated (−) or 1,6-HD treated (+) BMDMs. Right, averaged profiles of the ZMYND8 ChIP-seq signals. All ChIP-seq signals are displayed from −2 to +2 kb surrounding the center of each annotated ZMYND8 peak. **c** Genome browser snapshot of ChIP-Seq peaks for ZMYND8 at indicated SE regions without (−) or with (+) 1,6-HD treatment in BMDMs. **d** Heatmap analysis showing ZMYND8 ChIP signals at the LPS-gained ZMYND8 peaks region in different types of Raw264.7 cells, including *Zmynd8* KO rescued with Vector (*Zmynd8* KO + Vector), *Zmynd8* KO with WT *Zmynd8* (*Zmynd8* KO + WT *Zmynd8*), and *Zmynd8* KO with D/E-A mutant (*Zmynd8* KO + D/E-A mutant), before (NT) and after LPS treatment (LPS). Averaged profiles of the ZMYND8 ChIP-seq signals are shown in the right panel. All ChIP-seq signals are displayed from −2 to +2 kb surrounding the center of each annotated ZMYND8 peak. **e** Genome browser view of ChIP-seq peaks for ZMYND8 at indicated SE regions in different types of Raw264.7 cells, including *Zmynd8* KO + Vector, *Zmynd8* KO + WT *Zmynd8*, and *Zmynd8* KO + D/E-A mutant. **f** Heatmap analysis of RNA-Seq results represent differentially expressed genes regulated by ZMYND8 enriched, latent SEs (from Fig. 2d) in *Zmynd8* KO + WT *Zmynd8* and *Zmynd8* KO + D/E-A mutant Raw264.7 cells. **g** The latent SEs’ genes upregulated in D/E-to-A cells are overlapped with latent SE genes upregulated in *Zmynd8* cKO cells. Source data are provided as a Source Data file.

To further confirm that LLPS mediated by ZMYND8 is critical for suppressing the SEs and related pro-inflammatory genes, we introduced the ectopic expression of WT *Zmynd8* and D/E-to-A mutant into *Zmynd8* deficient Raw264.7 cells. 

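Raw264.7 is a mouse macrophage-like cell line, and in the D/E-to-A mutant (D/E-A) of ZMYND8 acidic residues are replaced by alanine. There were 3 libraries from these lines, namely Zmynd8 KO cells with WT Zmynd8, Zmynd8 KO cells with the D/E-A mutant, and Zmynd8 KO cells without an added gene. The Results give LPS treatment for the first 2 and no treatment is stated for the KO library, and neither dose nor time is stated for any of the 3. The authors deposited signal values per gene, which are read counts divided by a size factor for each library, with their log2 fold changes and p-values. Each deposited value was a whole number of reads times that factor, with the exception of 1 Zmynd8 value, which gave 18397028 reads for WT Zmynd8, 17930091 for D/E-A and 21042628 for Zmynd8 KO. The tables were normalized separately, so values were compared only within a table. Log2 fold changes were taken on the deposited value plus 1, which understates changes of genes with low values, and a gene with a mean value of at least 1 was called on a fold change of at least 1.2 alone. With 1 library per line, no difference has a replicate check. The D/E-A table holds 12771 genes, all with at least 21 reads in the WT Zmynd8 library. Zmynd8 (mm10 chromosome 2, 165784152 to 165898981) had 485 reads in the WT Zmynd8 library and 497 in the D/E-A library, a log2 fold change of 0.10 (95% limits -0.08 to 0.29). In the Zmynd8 KO library its deposited value is 116, against 506 in the WT Zmynd8 library. This value is not a whole number of reads, unlike the others of that library, and the deposited log2 fold change of WT Zmynd8 over KO, 0.79, is not the log2 ratio of the 2 values. It was therefore not used, and the library is named by its label. The libraries of these 3 lines held 8467, 8062 and 7109 Xist reads in the order WT Zmynd8, D/E-A and KO, and at most 4 reads of Y chromosome genes where the table lists them. The Raw264.7 libraries with WT p65, K122R and p65 KO, described below, held 2, 0 and 3 Xist reads. These reads argue against the same cells in the Zmynd8 and p65 lines, so other cells or a mislabelled sample are not excluded for the Zmynd8 lines. The results of the Zmynd8 lines are given here under their Raw264.7 label.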

D/E-to-A mutant lost the liquidity characteristic, although it still forms protein puncta in the nucleus. When focusing on the regions where LPS-gained ZMYND8 peaks occupied (Fig. 2a), the intensity of the D/E-to-A mutant-binding peaks in non-treated (NT) cells was comparable to the WT ZMYND8 peaks. But after LPS stimulation, WT ZMYND8 gained much stronger signals when compared to D/E-to-A mutant-binding peaks (Fig. 4d). Genome browser snapshots confirmed that, before LPS treatment, both WT and D/E-to-A mutant have a similar binding pattern and intensity on those SEs (Fig. 4e, upper), which indicated a comparable genome binding ability between WT and ZMYND8 mutant. LPS treatment causes elevated WT ZMYND8-binding peaks on the SEs regions of pro-inflammatory genes, such as *Ccl2*, *Ccl5*, *Il1b*, and *Cxcl10*, but the D/E-to-A mutant-binding intensity was not changed (Fig. 4e, bottom). Meanwhile, according to the RNA-Seq results from WT ZMYND8 and D/E-to-A mutant Raw264.7 cells after LPS treatment, the majority of the 259 latent SEs regulated genes, which are also occupied by LPS-gained ZMYND8 peaks, were elevated in the D/E-to-A mutant cells (Fig. 4f). These SEs’ genes upregulated in D/E-to-A cells mainly overlap with the latent SE genes upregulated in *Zmynd8* cKO cells (Fig. 4g).

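Between the D/E-A and WT Zmynd8 libraries, 9271 of 12771 genes had a fold change of at least 1.2, 4686 higher and 4585 lower in D/E-A. An exact binomial test on the reads, chosen after the data were seen, called 7776 genes, 3948 higher and 3828 lower. At a log2 fold change over 1.2, which moved the number of calls most among the fold rules, 459 genes were higher and 1023 lower. That split is partly set by the table, which leaves out genes with fewer than 21 reads in the WT Zmynd8 library and so misses genes low there and high in D/E-A. In the authors' deposited table, 892 genes have a p under 0.05 before any adjustment. Of the listed genes, 234 had a value, and 157 were higher and 77 lower in D/E-A, with a median log2 fold change of 0.31 (95% limits 0.28 to 0.35) at percentile 98.9 of the random lists. The random lists, which are matched on expression, themselves had a median of 0.19, while the median over all genes was 0.02. Of the longer unlabelled list, 749 genes were higher and 479 lower, with a median of 0.21 (0.19 to 0.22) at percentile 96.6. For the 8 genes named at latent SEs, the median was 0.35 (0.30 to 0.39), at percentile 49.0, with 5 genes higher and 3 lower. Ccl2 (chromosome 11, 82035577 to 82037452) had 1503 reads in the WT Zmynd8 library and 3260 in D/E-A, a log2 fold change of 1.18. Cxcl10 (chromosome 5, 92346638 to 92348889) had 47011 and 68856 reads, a log2 fold change of 0.62. Il1b (chromosome 2, 129363842 to 129371170) had 24943 and 21677 reads (-0.14), Ccl5 (chromosome 11, 83525778 to 83530518) had 80601 and 62473 reads (-0.30), and Ccl22 (chromosome 8, 94745684 to 94751388) had 3854 and 1845 reads. Nos2 (chromosome 11, 78920787 to 78960232) had 9199 and 49114 reads, a log2 fold change of 2.48. Among the 14 genes of Fig. 1b, 11 of the 13 with a value were higher and 2 lower, with a median of 0.42 at percentile 72.8. The highest changes among genes with a mean value of at least 10 included those of Gm39972 (3.00), Prokr1 (2.84) and Tnc (2.61). The lowest included Vmn2r96, with 56 and 0 reads (upper 95% limit -3.81), Gm19327, with 44 and 0 reads (upper 95% limit -3.45), and Gm6472 (-5.22), a predicted gene that may share reads with copies elsewhere. The WT Zmynd8 library also held more reads of neutrophil genes, with 49845 S100a8 reads against 17370 in D/E-A.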

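Of the listed genes with a value in both comparisons, 158 of 234 were higher in the LPS-treated library labelled Zmynd8 cKO, 157 were higher in D/E-A, and 117 were higher in both, where 106.0 would be expected from these margins. With median ratio scaling, 109 were higher in both against 96.7 expected. Across all genes, 10364 were tested in both comparisons, and 1210 were called higher in both against 763 expected from the margins. At a fold change of at least 2, 5 genes were higher in both, with 2.67 expected. The expected numbers take no account of expression level, and no test of the overlap was made. Because the libraries of the Zmynd8 KO line and D/E-A share the WT Zmynd8 control, their changes are related even without an effect. The Spearman correlation across genes of the Zmynd8 KO and D/E-A changes was 0.834, where simulated unchanged groups against the same control gave 0.480 with counting noise and 0.472 with added biological spread, and genes are not independent replicates. The simulation gave the control the same spread as the libraries set against it, so it cannot exclude that a deviant control made the correlation. From the higher expression in D/E-A and this overlap, with its ChIP-seq results, the paper concludes that ZMYND8 liquid condensates are critical for its move onto latent SEs after LPS.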

These data emphasized that the formation of ZMYND8 liquid condensates is critical for the translocation of ZMYND8 onto latent SEs in response to the LPS stimulation. The aggregation of the ZMYND8 D/E-to-A mutant represents a KO phenotype.

### p65 guides the redistribution of ZMYND8 liquid condensates onto NF-κB-associated SEs

Both the GSEA analysis of RNA-Seq data and the KEGG analysis of the ChIP-Seq data indicate ZMYND8 target genes highly correlated with the NF-κB pathway, so we hypothesized that the dynamic ZMYND8 translocation is coincident with NF-κB TFs after LPS stimulation. Protein overexpression in HEK-293 T cells suggested the interaction between ZMYND8 and p65 (Rel A) (Fig. 5a), and the endogenous co-immunoprecipitation results also confirm ZMYND8 associates with p65 in WT BMDMs only after LPS stimulation (Fig. 5b). Immunofluorescence assay shows that endogenous ZMYND8 co-localizes with p65 after LPS stimulation (Fig. 5c). But in untreated BMDMs, ZMYND8 and p65 immunofluorescence signals were rarely overlapped (Fig. 5d and Supplementary Fig. 6a). To evaluate the ZMYND8 and p65 colocalization is in an LLPS-dependent manner, we further incubated purified GFP-tagged ZMYND8-IDR protein together with Cherry-tagged p65 in phase separation buffer in vitro. p65 alone forms droplets in the LLPS buffer (Supplementary Fig. 6b). Several other transcriptional factors, such as MYC and p53, were included as specificity control (Supplementary Fig. 6c–f). Judged by a larger size of liquid compartments, ZMYND8 shows the best coalescent efficiency and fluidity with p65 compared to other TFs, like MYC and p53 (Fig. 5e, f). Notably, the ZMYND8 D/E-to-A mutant does not bind p65 in the protein immunoprecipitation assay (Fig. 5g). We further evaluated the coalescent efficiency of p65 with WT IDR and IDR D/E-to-A mutant in vitro. IDR D/E-to-A mutant was incompetent to coalesce with p65 droplets (Fig. 5h), and thereby p65 alone forms much smaller droplets than p65 coalescent with WT IDR (Fig. 5i). In Raw264.7 cells, immunofluorescence data suggested that the D/E-to-A mutant also failed to interact with endogenous p65 (Fig. 5j). These data indicate that, in addition to the epigenetic reader domain, the IDR domain of ZMYND8 is essential to the ZMYND8 dynamic translocation onto NF-κB-associated SEs.

**Fig. 5:**
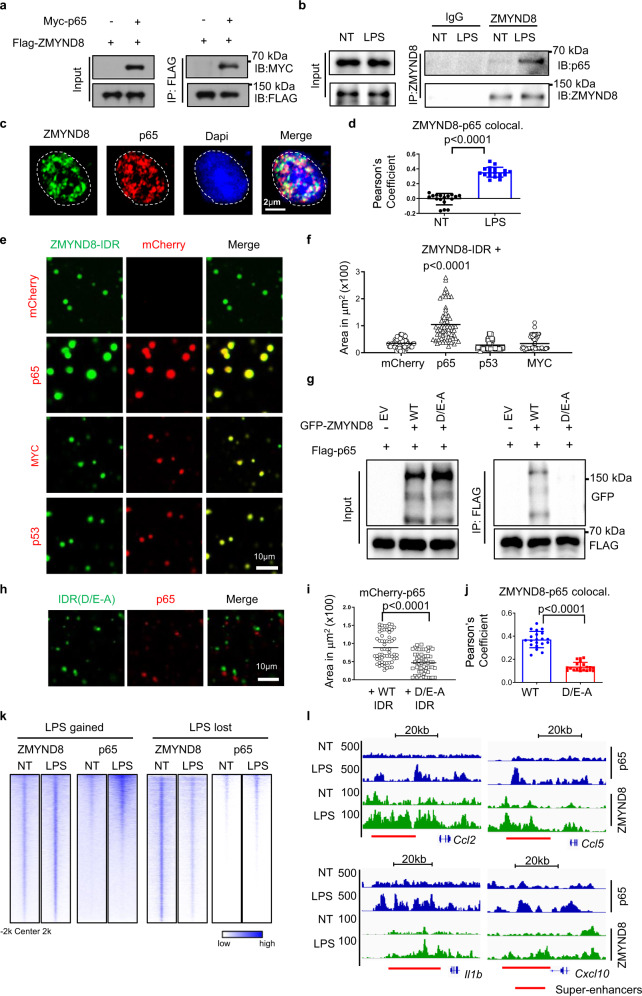
p65 guides the redistribution of ZMYND8 liquid condensates onto NF-κB associated SEs. **a** 293 T cells were transfected with Myc-p65 and Flag-ZMYND8 for 24 h, followed by Co-IP and western blotting with FLAG antibody. Experiments were repeated three times. **b** Endogenous Co-IP and western blotting with anti-ZMYND8 antibody in NT and LPS-treated BMDMs. Experiments were repeated three times. **c** Immunofluorescence staining of endogenous ZMYND8 (green) in primary mouse BMDMs shows colocalization with endogenous p65 (red) after treatment with LPS for 1 h, DAPI nuclear staining in blue. **d** Quantization of colocalization: the graph represents Pearson’s coefficient of ZMYND8 and p65 from three independent treatments of primary mouse BMDMs. Colocalization of ZMYND8 to p65 shows a significant difference between non-treated (NT) and LPS-treated (LPS) cells. Data are presented as mean values ± SD (*n* = 17 cells). Two-tailed Student’s *t*-test determined *p* values. **e** Droplet formation of various TFs with GFP-ZMYND8-IDR in droplet formation buffers containing 125 mM NaCl and 10% PEG8000 in vitro. Ten micromolar of GFP-ZMYND8-IDR was added into 10 µM of mCherry, mCherry-p65, mCherry-MYC, and mCherry-p53, respectively. Representative images were shown. **f** Statistical analysis of the coalescent droplet size when GFP-ZMYND8-IDR mixed with mCherry, mCherry-p65, mCherry-p53, and mCherry-Myc, respectively (*n* = 60, examined over three independent experiments). *P* value by one-way ANOVA test. **g** 293 T cells were transfected with Flag-p65 and EV, GFP-ZMYND8, GFP-ZMYND8 mutant (D/E-A) for 24 h followed by Co-IP and western blot with anti-FLAG antibody. Experiments were repeated three times. **h** Representative images of separated droplet formation when mCherry-p65 was incubated with GFP-ZMYND8-IDR mutant (D/E-A). **i** Statistical analysis of the mCherry-p65 droplet size, when WT-ZMYND8-IDR and GFP-ZMYND8-IDR D/E-A mutant was added in droplet formation buffer respectively (*n* = 60, examined over three independent experiments). Two-tailed Student’s *t*-test determined *p* values. **j** The colocalization of p65 with WT ZMYND8 or D/E-A mutant in Raw264.7 cells was evaluated by IF. Data are presented as mean values ± SD (*n* = 20 cells, examined over three independent experiments). Two-tailed Student’s *t*-test determined *p* values. **k** Heatmap analysis of the colocalization of p65 ChIP-Seq signals with LPS-gained and LPS-lost ZMYND8 peaks. **l** Genome browser view of ChIP-seq peaks of ZMYND8 and p65 at indicated SE regions in NT and LPS treated BMDMs. Source data are provided as a Source Data file.

Finally, we pursued p65 ChIP-Seq analysis in classically polarized macrophages. Around 50% of ZMYND8 peaks and 80% of ZMYND8-binding genes are co-occupied with p65 after LPS stimulation (Supplementary Fig. 6g). The metagene analysis of LPS-gained ZMYND8 peaks revealed the strong colocalization between p65 and ZMYND8, which is absent in the LPS-lost peaks (Fig. 5k). LPS-induced ZMYND8-binding peaks at SEs of pro-inflammatory genes are colocalized with p65 peaks after LPS stimulation (Fig. 5l), suggesting the redistribution of ZMYND8 onto specific SEs is likely dependent on NF-κB/p65.

### LPS-induced p65 acetylation at the K122 residue directs the docking of ZMYND8 liquid condensates onto NF-κB associated SEs

Post-translational modifications on NF-κB, such as p65 acetylation, play critical roles in NF-κB activation. LPS stimulation induces multiple site-specific acetylations, which might improve the interaction between p65 and ZMYND8. As such, we mutated seven potential acetylated lysines on p65, K122, K123, K218, K221, K310, K314, and K315 into Arginine and investigated the site-specific influence on their interactions with ZMYND8. We identified that the K122R mutant abrogated the interaction between p65 and ZMYND8 (Fig. 6a). Interestingly, K122 acetylation on p65 was reported as a suppressive modification, but the detailed mechanism remains unknown^45^. We confirmed the endogenous K122 acetylation by immunoblot and found that K122 acetylation was only present in the nuclear fraction of p65 after LPS stimulation (Fig. 6b). Next, we performed in vitro acetylation on purified recombinant WT p65 and K122R mutant (Supplementary Fig. 7a), followed by incubating with ZMYND8-IDR protein in the in vitro LLPS assay. Compared to unmodified p65, acetylated WT p65 (Supplementary Fig. 7b, c) has much better coalescent efficiency and forms larger liquid droplets with ZMYND8. While in vitro acetylation on K122R mutant has little influence on the coalescence with ZMYND8 (Fig. 6c, d). We further applied in vitro His-pull-down assay to evaluate the acetylation-dependent p65 interaction with ZMYND8. The interaction between FL ZMYND8 and acetylated WT p65 was stronger than un-acetylated WT p65. In contrast, the K122R mutant showed equal binding with FL-ZMYND8 before and after acetylation (Supplementary Fig. 7d). These data suggest that the K122-acetylated p65 further improves its interaction and fusion with ZMYND8 liquid droplets.

**Fig. 6:**
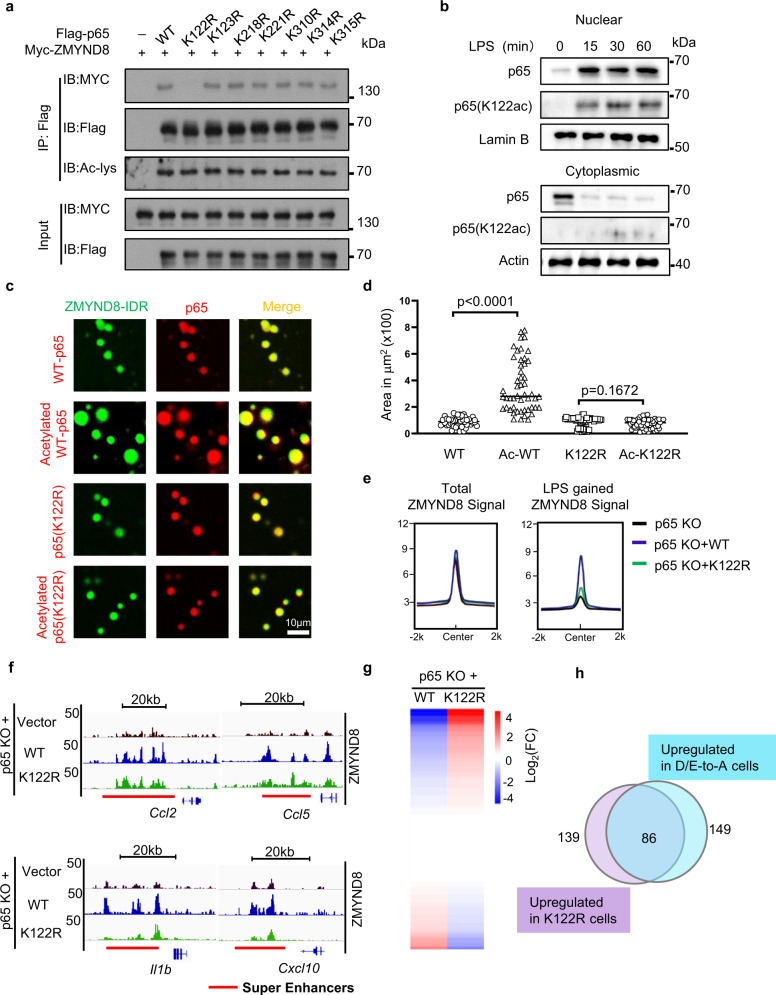
LPS-induced p65 acetylation at the K122 residue directs the docking of ZMYND8 liquid condensates onto NF-κB associated SEs. **a** Co-IP assay between Myc-tagged ZMYND8 and various p65 acetylation site mutants in 293 T cells followed by western blot. Experiments were repeated three times. **b** The endogenous K122 acetylation level in the cytosol and nucleus of BMDMs was evaluated by western blot at the indicated time after LPS treatment. Experiments were repeated three times. **c** In vitro droplet formation by incubating GFP-ZMYND8-IDR with mCherry-p65, mCherry-p65-acetylated, mCherry-p65 (K122R), and mCherry-p65 (K122R)-acetylated respectively. Representative images were shown. **d** Statistical analysis of droplet size formed by GFP-ZMYND8-IDR with mCherry-p65, mCherry-p65-acetylated, mCherry-p65 (K122R), and mCherry-p65 (K122R)-acetylated respectively (*n* = 50, examined over three independent experiments). Two-tailed Student’s *t*-test determined *p* values. **e** Genome-wide ChIP-Seq analysis of ZMYND8-binding patterns after LPS treatment in different Raw264.7 cells, including p65 KO cell transduced with Vector (p65 KO), p65 KO transduced with WT p65 (p65 KO + WT p65), and p65 KO transduced with K122R mutant (p65 KO + K122R). The average signal intensity of total ZMYND8 peaks (left) and LPS-gained ZMYND8 peaks (right) was shown separately. **f** Genome browser tracks show that LPS-gained ZMYND8 peaks were recruited to the indicated SE regions in the p65 KO, p65 KO + p65 WT, and p65 KO + K122R Raw264.7 cells after LPS treatment. **g** Heatmap analysis of RNA-Seq results represent differentially expressed genes regulated by ZMYND8 enriched, latent SEs (from Fig. 2d) in p65 KO + WT p65, p65 KO + K122R Raw264.7 cells after LPS treatment. **h** The latent SEs regulated genes enhanced in K122R cells are overlapped with latent SE genes upregulated in D/E-to-A cells. Source data are provided as a Source Data file.

We also investigated the protein domain of ZMYND8 responsible for the interaction with acetylated p65. We found the deletion of the IDR domain or MYND domain of ZMYND8 disrupted the interaction with p65. In contrast, the deletion of the BRD domain or acetyl-binding sites mutations (Y247A/N248A)^29^ did not influence the interaction between p65 and ZMYND8 (Supplementary Fig. 7e). These results indicate that the ZMYND8 recognizes the acetylated p65 through the IDR instead of the BRD domain. However, as a histone acetylation reader, the BRD domain is still critical for the suppressive effect of ZMYND8 on gene expression. When we transduced Y247A/N248A (AA) mutated ZMYND8 into KO Rwa264.7 cells, we found that AA mutant failed to suppress the pro-inflammatory gene expression compared to WT ZMYND8 (Supplementary Fig. 7f). The AA mutant showed less binding on the SE regions of those pro-inflammatory genes (Supplementary Fig. 7g). Thereby, p65 acetylation strengthens the association between ZMYND8 and p65, but ZMYND8 recruitment to the chromatin through its BRD domain is a prerequisite.

To evaluate the physiological function of the p65 K122R mutant, we generated p65-deficient Raw264.7 cells and then reintroduced the WT p65 and K122R mutant. 

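In the K122R mutant of p65, a lysine that can be acetylated is replaced by arginine, which cannot. RNA-seq libraries were made from LPS-treated p65 KO Raw264.7 cells with WT p65, with K122R, and without an added gene, with 1 library each. The deposited column taken as the WT p65 library is headed WT with LPS and does not name p65 KO. It was matched to the only Raw264.7 RNA-seq sample labelled WT with LPS, so unmodified Raw264.7 cells are not excluded for that library, the control of both comparisons. The authors' deposited values are again reads divided by a size factor, and they gave 15665382 reads for WT p65, 16653841 for K122R and 15127110 for p65 KO. The K122R table held 19670 genes with a mean value of at least 1 and the p65 KO table 19879 genes. Rela (chromosome 19, 5637440 to 5648131), which encodes p65, had 1601 reads in the WT p65 library and 765 in the p65 KO library, a log2 fold change of -1.02 (95% limits -1.14 to -0.89). In the K122R library it had 5850 reads, a log2 fold change of 1.92 (1.84 to 2.01). Zmynd8 had 1826 reads in the WT p65 library, 1070 in K122R and 1624 in p65 KO, with log2 fold changes of -0.72 and -0.12. The 3 libraries held 2, 0 and 3 Xist reads and 869, 3495 and 1386 reads of 4 Y chromosome genes in the order WT p65, K122R and p65 KO, unlike the libraries of the Zmynd8 lines. Spearman correlations of expression across 10819 genes, which are not independent replicates, were 0.832 to 0.879 between the Zmynd8 line libraries and the LPS-treated BMDM libraries. Between the Zmynd8 line and p65 line libraries, whose tables were normalized separately, they were 0.666 to 0.742.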

We applied ZMYND8 ChIP-seq analysis to those genetically modified cells. The total ZMYND8 peaks in WT p65 and K122R mutant cells are comparable (Fig. 6e, left and Supplementary Fig. 7h), but the LPS-gained ZMYND8 bound peaks at enhancer regions were significantly reduced in K122R mutant cells (Fig. 6e, right and Supplementary Fig. 7i). Genome browser snapshots showed that ZMYND8 occupancy at SEs of several pro-inflammatory genes, such as *Ccl2, Ccl5*, *Il1b*, and *Cxcl10*, is attenuated in p65-deficient cells, which can be replenished by WT but not K122R p65 (Fig. 6f). It suggests that the translocation of ZMYND8 on the genome is dependent on the acetylation of the K122 residue on p65. ZMYND8 ChIP-qPCR assay confirmed the sequencing results (Supplementary Fig. 7j). Meanwhile, according to the RNA-Seq results from WT p65 and K122R mutant Raw264.7 cells after LPS treatment, most of the latent SEs regulated genes were elevated in the K122R mutant cells (Fig. 6g). 

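Between the K122R and WT p65 libraries, 12453 of 19670 genes had a fold change of at least 1.2, 6051 higher and 6402 lower in K122R, so that 48.6% of the calls were higher. Division by the library total in place of the deposited size factors, chosen after the data were seen, moved the median of all genes by -0.14 and gave 4376 higher and 8618 lower, 33.7% higher. An exact binomial test on the reads under that scaling called 5677 genes, 1625 higher and 4052 lower. In the authors' deposited table, 229 genes have a p under 0.05 before any adjustment. Of the 260 listed genes with a value, 146 were higher and 114 lower, with a median log2 fold change of 0.07 (95% limits 0.04 to 0.09) at percentile 94.7. The median ratio and TMM each gave 149 higher and 111 lower. The library total gave 111 higher and 149 lower, with a list median of -0.07, which follows from its shift of all genes and still lay above the median of all genes, -0.14. Of the longer unlabelled list, 830 genes were higher and 546 lower, with a median of 0.11 (0.10 to 0.13), above all random lists, and no other scaling was run for it. For the 8 genes named at latent SEs, 3 were higher and 5 lower, with a median of -0.10 at percentile 4.45, and the library total gave -0.24. Il27 (chromosome 7, 126589009 to 126595021) had 2728 reads in the WT p65 library and 4212 in K122R (0.68), Ccl5 had 38936 and 47984 reads (0.36), and Cxcl10 had 4432 and 5102 reads (0.26). Ccl2 had 1855 and 1324 reads (-0.43), Ccl7 (chromosome 11, 82045712 to 82047525) had 266 and 166 reads (-0.62), and Ccl22 had 107334 and 68617 reads (-0.59). Il1b and Il1a (chromosome 2, 129299609 to 129310877) had log2 fold changes of -0.09 and -0.10. Nos2 had 3414 and 9701 reads, a log2 fold change of 1.56. Among the 14 genes of Fig. 1b, 7 were higher and 7 lower. The highest changes among genes with a mean value of at least 10 included LOC105243655 (4.74), Gm35908 (2 and 231 reads, 95% limits 5.04 to 9.96) and Lrrc32 (3 and 61 reads, 2.79 to 6.72). The lowest included Lin28b (206 and 1 reads, -12.94 to -5.14), Tnni1 (-5.01) and Dnah14 (-4.90). Kdm1a had a log2 fold change of 0.07 and Lrrc28 one of 0.12.

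**Figure D3:**
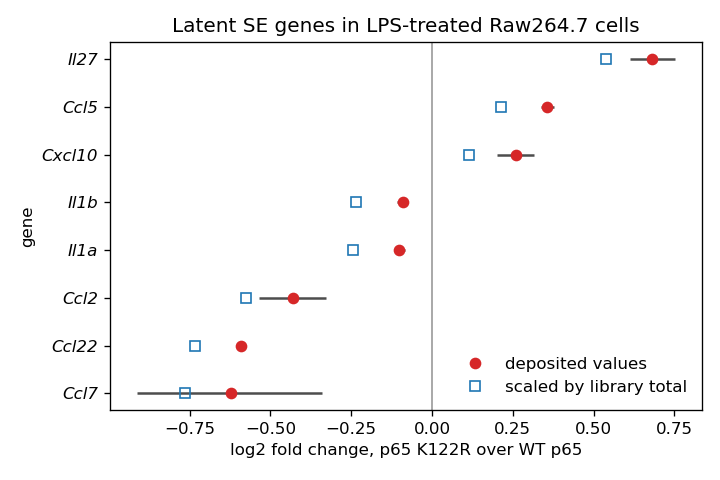
Log2 fold change of K122R over WT p65 (x axis) for the 8 genes named at latent SEs (y axis) in LPS-treated Raw264.7 cells. Filled points are the deposited values with 95% exact limits on the reads, open squares the values scaled by library total, and 3 genes lie above 0 and 5 below under both.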

The latent SEs regulated genes with enhanced transcription in K122R cells are mainly overlapped with latent SE genes upregulated in D/E-to-A cells (Fig. 6h). Therefore, in response to LPS stimulation, K122-acetylated p65 directs the re-location of ZMYND8 liquid condensates onto the NF-κB-associated latent SEs and represses the expression of the related genes.

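Of the listed genes, 231 had a value in both the D/E-A and K122R tables. In D/E-A 154 of these were higher, in K122R 130 were higher, and 91 were higher in both, where 86.7 would be expected from the margins. Under the library total, 66 were higher in both against 63.2 expected. Over all 12077 genes tested in both tables, 1286 were called higher in both against 1238 expected. At a fold change of at least 2 it was 46 against 47.6 expected. With the binomial test on recovered reads under the library total, a setting chosen after the data were seen, it was 607 against 482 expected. Between the LPS-treated library labelled Zmynd8 cKO and K122R, 450 genes were called higher in both against 491 expected. For all 3 comparisons together, the number was 295 against 195 expected among 10096 genes, and it was 0 at a fold change of at least 2. That expected number takes the 3 sets as independent, while cKO and D/E-A by themselves shared 1210 genes against 763 expected. The excess for all 3 can therefore come from that pair, and it does not show sharing with K122R. The paper rests on the higher expression in K122R, its overlap with D/E-A, ChIP of ZMYND8, co-immunoprecipitation, and droplet and pull-down assays of acetylated p65. From these it concludes that K122-acetylated p65 directs ZMYND8 condensates onto latent SEs and represses the genes there.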

### ZMYND8 liquid condensates activate LSD1 to decommission SEs

ZMYND8 is an epigenetic reader, which lacks the functional domain for epigenetic remodeling. To clarify the suppressive cofactors in ZMYND8 liquid condensates, we applied gel filtration chromatography analysis using nuclear extracts from LPS polarized control (EV) and *Zmynd8* KO Raw264.7 cells (Supplementary Fig. 8a). ZMYND8 is mainly present in the fractions containing the majority of the p65 (Fig. 7a). Meanwhile, histone modification enzymes, like LSD1, KDM5C, and NuRD complex component HDAC1, also accumulated in the same fractions (Fig. 7a). However, in *Zmynd8* KO cells, p65 is not enriched in those fractions and dispersed evenly into each fraction. At the same time, LSD1 translocated from the high-molecular factions where ZMYND8 initially presents to the low-molecular fractions (Fig. 7b and Supplementary Fig. 8b). The distribution of KDM5C and HDAC1 was not altered by Z*mynd8* loss (Fig. 7b). Immunoprecipitation results showed that endogenous ZMYND8 could pull down LSD1 in the presence of p65 but not in p65-deficient Raw264.7 cells (Fig. 7c). ZMYND8 D/E-A mutant, which cannot form liquid compartments either in vitro or in vivo, also failed to recruit LSD1 in Raw264.7 cells (Fig. 7d), indicating that the LLPS is critical for establishing the ZMYND8/p65/LSD1 complex. We found purified LSD1 proteins formed phase-separated liquid compartments directly in the phase separation buffer in vitro (Fig. 7e). But LSD1 failed to fuse with ZMYND8-IDR in the absence of p65 (Fig. 7f). When LSD1, p65, and ZMYND8-IDR proteins were incubated together in vitro, all three proteins fused into a coalescent liquid compartment (Fig. 7g). When LSD1 coalesced with liquid droplets formed by ZMYND8 and p65 in vitro, the fused complex appeared to be smaller with statistical significance (Supplementary Fig. 8c). We evaluated the liquid property of ZMYND8/p65/LSD1 compartments by FRAP assay. LSD1 decreases the FRAP recovery efficiency (Supplementary Fig. 8d), which indicates that LSD1 decreases the fluidity of the protein complex. These results suggest that besides p65, LSD1 is another critical functional component in the ZMYND8 liquid compartments. ZMYND8 recruits LSD1 in a p65-dependent manner.

**Fig. 7:**
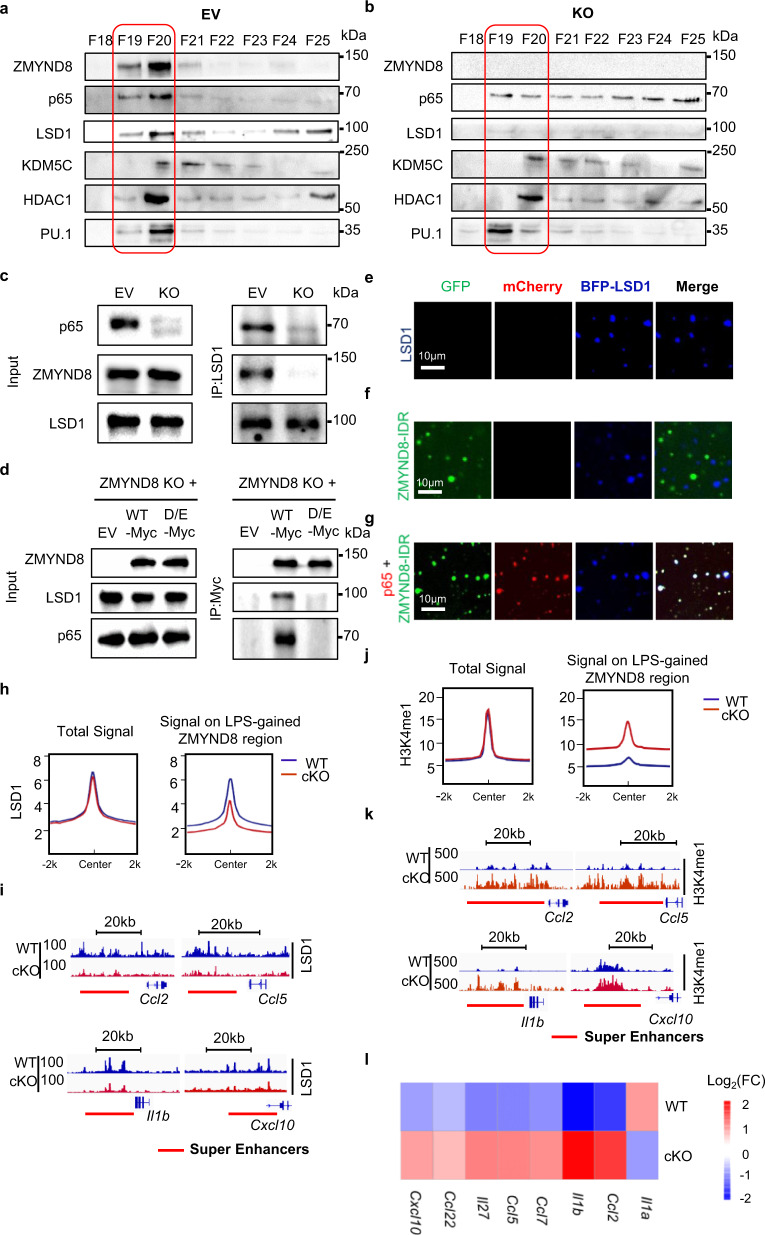
ZMYND8 liquid condensates activate LSD1 to decommission SEs. **a**, **b** Gel filtration chromatography and western blots analyze the indicated protein level in the nuclear fractions purified from control (EV) and *Zmynd8* KO Raw264.7 cells. **c** Endogenous co-IP by using the anti-LSD1 antibody in EV and p65 KO Raw264.7 cells. **d** Co-IP with anti-Myc tag antibody evaluated the interaction between endogenous LSD1 and WT or mutated ZMYND8 (Myc tagged) in different Raw264.7 cells, including *Zmynd8* KO rescued with Vector (*Zmynd8* KO + Vector), WT *Zmynd8* (*Zmynd8* KO + WT *Zmynd8*), and D/E-A mutant (*Zmynd8* KO + D/E-A mutant) Raw264.7 cells. **e**–**g** Representative images of droplet formation containing the indicated proteins, such as BFP-LSD1 only (**e**), GFP-ZMYND8-IDR with BFP-LSD1 (**f**), GFP-ZMYND8-IDR, mCherry-p65, and BFP-LSD1 (**g**). All the experiments above were repeated three times. **h** Genome-wide LSD1-binding patterns in the WT and *Zmynd8* cKO BMDMs after LPS treatment were evaluated by ChIP-Seq. Histogram plot showing the average distribution of total (left) and LSD1 signals at the LPS-gained ZMYND8 peaks region (right). All ChIP-seq signals are displayed from −2 to +2 kb surrounding the center of each annotated LSD1 peak. **i** Genome Browser tracks show the LSD1-binding signals at the selected SE regions in LPS polarized WT and *Zmynd8* cKO BMDMs. **j** Genome-wide H3K4me1 levels in the WT and *Zmynd8* cKO BMDMs after LPS treatment were evaluated by ChIP-Seq. Histogram plot showing the average distribution of total H3K4me1 (left) and H3K4me1 signals at the LPS-gained ZMYND8 peaks region (right). All ChIP-seq signals are displayed from −2 to +2 kb surrounding the center of each annotated H3K4me1 peak. **k** Genome Browser tracks showing the H3K4me1 signals at the selected SE regions in WT and *Zmynd8* cKO BMDMs. **l** Nascent RNA in LPS polarized WT and *Zmynd8* cKO BMDMs were collected, and then the enhancer RNA transcription level near the indicated pro-inflammatory genes was measured by qRT-PCR. Source data are provided as a Source Data file.

Then we assessed the genome-wide-binding pattern of LSD1 in the WT and *Zmynd8* cKO BMDMs. The overall LSD1-binding preference in WT and *Zmynd8* cKO BMDMs did not differ significantly. However, when focusing on the LPS-gained ZMYND8 peaks region for analysis, LSD1-binding intensities were markedly reduced in *Zmynd8* cKO BMDMs (Fig. 7h). Genome Browser snapshot confirmed the LSD1 enrichment at the latent SEs regions (Fig. 7i). LSD1 is an H3K4 di- or mono-methylation demethylase, which suppresses gene transcription by silencing enhancers^45^. We thereby evaluate the H3K4 methylation status in BMDMs. WT and cKO BMDMs showed comparable H3K4me1 and H3K4me2 levels before LPS treatment (NT) (Supplementary Fig. 8e) and after LPS treatment as well (Supplementary Fig. 8f). Although ChIP-seq analysis results indicated that the overall H3K4me1 pattern in WT and *Zmynd8*-deficient BMDMs was not changed (Fig. 7j, left), H3K4me1 peak intensity at the LPS-gained ZMYND8 region was increased in *Zmynd8* cKO BMDMs (Fig. 7j, right). Genome Browser snapshot demonstrated that H3K4me1 modification at the latent SE regions of pro-inflammatory genes was enhanced in *Zmynd8* cKO BMDMs (Fig. 7k), and the increased H3K4me1 modification in *Zmynd8* cKO BMDMs is retained after LPS was eliminated (Supplementary Fig. 8g), which is a typical feature of latent enhancer^3,4^. The same upregulation trend was observed for the H3K4me2 peaks at the LPS-gained ZMYND8 region in *Zmynd8* cKO BMDMs (Supplementary Fig. 8h–j). Furthermore, the LSD1 ChIP-qPCR results demonstrated that LSD1 binding on the SEs of pro-inflammatory genes, such as *Ccl2*, *Il1b*, and *Il1a*, was attenuated in the ZMYND8 D/E-A mutant cells compared to that in WT cells (Supplementary Fig. 8k). Meanwhile, the H3K4me1 and H3K4me2 in those SE regions were upregulated (Supplementary Fig. 8l, m)

To examine the activity of enhancers, we examined the enhancer RNA (eRNA) transcription from several ZMYND8 targeted latent SEs, such as *Ccl2*, *Ccl5*, *Il1b*, and *Cxcl10*. The eRNA transcription level was dramatically increased in *Zmynd8-*deficient BMDMs (Fig. 7l), which indicates that ZMYND8 suppresses the expression of pro-inflammatory genes through decommissioning enhancers. Knock-down endogenous *Lsd1* by shRNA can dramatically elevate LPS-induced pro-inflammatory gene expression in Raw264.7 cells (Supplementary Fig. 8n), which is consistent with the effects caused by *Zmynd8* deficiency. Similarly, treatment with LSD1-specific inhibitors ORY-1001 led to the increased transcription of pro-inflammatory genes in WT BMDMs but did not further enhance the expression of the pro-inflammatory genes in *Zmynd8* cKO BMDMs (Supplementary Fig. 8o). These results support that ZMYND8 decommissioning enhancers, especially SEs, are mediated by LSD1.

## Discussion

Our results suggest that ZMYND8 is a vital gatekeeper for macrophage-mediated inflammation. The in vivo relevance of our findings was evident in mouse models of colitis and obesity, which resulted in the aggravated disease upon conditional ablation of *Zmynd8* in macrophages. ZMYND8 can decommission a specific set of SEs through LLPS, and aberrant activation of those SEs determines the in vitro and in vivo phenotypes we observed. Although the establishment of a cell lineage-specific enhancer profile has been investigated^46^, how enhancers, especially SEs, are tuned down or silenced is not well known. We found ZMYND8 undergoes genomic redistributions onto latent SEs and suppresses their activities through LSD1 catalyzing H3K4 demethylation. ZMYND8 recognizes histone codes, such as H3K4 methylation and H3K14 acetylation^29,30,33^, which means the localization of ZMYND8 on the genome is less likely DNA sequence-specific. While NF-κB/p65 guides and assembles phase-separated ZMYND8 decommissioning complex onto specific SEs, which were de novo generated by p65 itself (Fig. 2d–f). NF-κB/p65 is the most critical SDTF in classically polarized macrophages^2^, activating latent enhancers to induce pro-inflammatory the robust expression of pro-inflammatory genes^28^. Thereby, our results indicate that p65 not only activates gene transcription but also helps decommission enhancers. The histone modifications on latent enhancers are retained as a memory for innate immunity, which will trigger a more rapid immune response for the re-stimulation^3,4^. By targeting NF-κB/p65-associated latent enhancers, ZMYND8 liquid compartments set up a threshold for the inflammatory reaction at the initial stage.

Our data also suggested that ZMYND8 decommissions specific SEs in a spatiotemporal manner. LPS-induced K122 acetylation on p65 increases the coalescent efficiency between p65 and ZMYND8 liquid compartments and then promotes ZMYND8 to execute a more specific and efficient regulation on latent SEs. Since K122 acetylation on p65 occurs 15 min after LPS treatment (Fig. 6b), it provides a temporal regulation axis for ZMYND8-mediated enhancers deactivation, besides the spatial localization. The classical lock-and-key protein–protein interaction models are not preferred in the LLPS model when cargo proteins are recruited. Instead, it is demonstrated that a limited number of phase-separated transcriptional coactivators interact with many different TFs, indicating less specificity in this phase separation model^15,47^. Given that there is always a distinct transcription profile in the differentiated cell, our results proposed a mechanism by which post-translational modification facilitates the phase-separated regulators to select specific TFs and SEs.

1,6-HD treatment was widely employed to dissolve the phase-separated liquid compartments, and it did induce ZMYND8 dissociation from the chromatin. However, 1,6-HD treatment cannot distinguish the difference between the liquid compartment and the gel-like, solid protein aggregate, both present as a protein complex in the cells. To further evaluate the function of liquid compartments, a specific ZMYND8 mutant was involved in our functional assay. D/E-to-A mutations on the IDR region consolidate the ZMYND8 compartments into solid, irreversible protein aggregates. These solidified protein aggregates lost fluidity and failed to interact with p65 (Figs. 3k and 5g). The dynamic translocation of ZMYND8 mutant onto latent SEs, as well as subsequent suppressive effect, were both disabled (Fig. 4d–f). It also coordinates that only LPS-gained ZMYND8 peaks in LPS polarized macrophages have functional significance (Fig. 2c). Those data together strengthen that the LLPS of ZMYND8 plays an indispensable role in its spatiotemporal redistributions onto the latent SEs, which themselves undergo dynamic remodeling as well. When ZMYND8 compartments lose the liquidity feature, although protein expression level is normal, a *Zmynd8-*deficient phenotype is present.

Moreover, phase-separated ZMYND8 recruits the demethylase LSD1 in a p65-dependent manner to decommission latent enhancers and SEs. LSD1 resides at the active enhancers together with master TFs, and decommission those enhancers during cell differentiation^48^. The mechanism keeping LSD1 out of function until receiving proper stimulus remains elusive. In classically polarized macrophages, we demonstrated that ZMYND8-mediated LLPS is required to activate LSD1 and turns off SEs with extraordinary efficiency, which again emphasizes that LLPS-regulated gene expression is dependent on the fluidity of phase-separated liquid compartments. Interestingly, when LSD1 fused with p65 and ZMYND8-IDR in vitro, the liquid compartments became smaller than p65/ZMYND8-IDR only (Supplementary Fig. 8c, d). It indicates the decrease of the fluidity of the complex and may be critical for the function of LSD1 demethylation. Another H3K4 demethylase, KDM5C, may also participate in the ZMYND8-mediated SEs regulation during macrophage polarization. Therefore, it is worthwhile to evaluate whether the H3K4me2 and H3K4me3 pattern regulated by ZMYND8/KDM5C is through LLPS or not in future studies.

Together, we elucidate an epigenetic remodeling mechanism by which epigenetic regulators employ the LLPS mechanism to regulate SEs and related inflammatory responses.

## Methods

### Mouse strains

The *Zmynd8*^*flox/flox*^ mouse model was established by gene targeting via homologous recombination in C57BL/6 embryonic stem cells (Cygene, Guangzhou, China). LoxP sequences were introduced to flank exons 6 and 7 of the *Zmynd8* gene. *Zmynd8*^*flox/flox*^ mice were crossed with specific Cre transgenic mice (heterozygous for *Lyz2*-Cre allele) to achieve lineage-specific gene deletion. *Lyz2*-Cre (also known as LysM-Cre) mice on a C57BL/6 background were purchased from the Jackson Laboratory. Gender and age-matched littermates WT *Zmynd8*^*fl/fl*^ mice were used as control. All mice were maintained and bred in the pathogen-free facility. Mouse experimental protocols were approved by the Institutional biomedical research ethics committee of Shanghai Institute of Nutrition and Health Sciences, Chinese Academy of Sciences.

### Inflammatory mouse models

Dextran sodium sulfate (DSS) (MW 36–50 kDa, MP Biomedicals) dissolved in drinking water with 3.5% concentration (w/v) was used to feed six-week-old female WT *Zmynd8*^*fl/fl*^ and *Zmynd8* cKO mice. The untreated mice were treated only with water. Mice have been treated for two cycles of DSS at 4 days/cycle and 4 days of pure drinking water between each cycle. In the duration of DSS treatment, to control body weight, general health condition, stool consistency, and fecal blood, mice were monitored and recorded daily. If each mouse had lost more than 25% of body weight, they were euthanized per guidelines.

Six-week-old female mice were fed with an HFD (D12492, 60% of calories from fat Research Diets) for 16 weeks. Body weight was measured weekly. Oral GTTs (1 g/kg) were performed after an overnight fast. For ITTs, mice fasted for 4 h before injecting human regular insulin (1 units/kg). The glucometer monitored Tail’s blood glucose levels at 0, 15, 30, 60, 90, and 120 min time points. All animal protocols were approved by the Institutional biomedical research ethics committee of Shanghai Institute of Nutrition and Health Sciences, Chinese Academy of Sciences..

### Plasmids, cells, and reagents

ZMYND8 construct was a kind gift from Dr. Fei Lan’s lab, Fudan University. The IDR region of ZMYND8 between 430 aa and 875 aa was cloned into pET28a with C-terminally GFP-tag for the in vitro protein expression and purification. The IDR region (between 388 aa and 899 aa) was also cloned into pEGFP-N1 to generate GFP–ZMYND8-IDR construct used in HeLa cells. pcDNA3-p300-HA plasmid was a gift from Dr. Yichuan Xiao’s lab (SINH, CAS, Shanghai, China). All plasmid constructs were confirmed by Sanger sequencing. All the cloning primers and gRNA sequences are listed in Supplemental Data 1.

Raw264.7, HeLa, MCF7, and 293 T cells were cultured in DMEM medium (Thermo Fisher) supplemented with 10% FBS, 1% penicillin/streptomycin, 2 mM l-glutamine (GIBCO), and 0.1 mM β-mercaptoethanol (Sigma). *Zmynd8* and *p65* KOs were generated by a lentiviral-gRNA-based approach using the LentiCrispr-V2 vector. Mouse BMDMs were generated from WT and *Zmynd8* cKO mice. Bone marrow cells from femurs and tibias were isolated and plated at a density of 1 × 10^6^ to 2 × 10^6^ cells/ml in RPMI-1640 medium supplemented with 10% FBS (GIBCO) and mM-CSF (20 ng/ml; Novoprotein) on a 10 cm Petri dishes to differentiate for 5 days.

### Flow cytometry

Single-cell suspensions were obtained from mouse BMs, and spleens were treated with RBC lysis buffer (eBioscience). For surface marker staining, cells were blocked with Fc receptor antibody (catalog no.101310, BioLegend, 1:500) for 10 min at 4 °C before staining with fluorochrome-conjugated surface antibodies: CD11b (clone:M1/70, Biolegend, catalog no.101251, 1:300), F4/80 (clone:BM8, eBioscience, catalog no.17-4801-80, 1:300), Gr-1 (clone:RB6-8C5, eBioscience, catalog no.25-5931-81, 1:300), CD11c (clone: N418, Invitrogen, catalog no.11-0114-85, 1:300). Flow cytometric analysis was performed by using a Gallios flow cytometer (Beckman Coulter). Data were analyzed with FlowJo software (Tree Star) (Version 10).

### RNA extraction and quantitative real-time PCR

Total RNA of collected tissues were extracted with TRIzol RNA Isolation Reagents (Thermo-Invitrogen) and reverse-transcribed with HiScript II Q RT SuperMix for qPCR (Vazyme). Real-time PCR was performed with FastStart Universal SYBR Green Master (Roche) and with different primer sets on QuantStudio 7 Flex Real Real-Time PCR System (Applied Biosystems). The primers used for real-time PCR are shown in Supplementary Data 1. The 2–ΔΔCt method was used to calculate relative expression changes.

### Immunoprecipitation and western blot

Cells were washed with cold PBS and then lysed with IP buffer (20 mM Tris-HCl, pH 8.0, 150 mM NaCl, 1 mM EDTA, 0.5% NP-40, and 1 mM DTT), plus 1× protease and phosphatase inhibitors (Roch). After centrifuge, soluble protein concentrations were determined using the BCA kit (Pierce). Proteins were applied to SDS-PAGE and transferred to nitrocellulose membranes, followed with primary antibodies incubation overnight at 4 °C, and HRP-conjugated secondary antibody (Cell Signaling Technology) for 2 h at room temperature. Chemiluminescence was determined using the Super Signal West Dura detection system (Thermo Scientific). Proteins were visualized and quantitated by the Bio-Rad ChemiDoc XRS system.

Total lysates were incubated with 2 μg of antibody and protein A/G Sepharose beads (Santa Cruz) overnight at 4 °C. The immunocomplexes were then washed with IP buffer three times and analyzed by SDS-PAGE. ZMYND antibodies used in the immunoprecipitation were purchased from Bethyl (A302-090A, 2 ug/sample). ZMYND antibodies used in the immunoblotting were purchased from Sigma (HPA020949, 1:1000). RelA (p65) antibody (Santa Cruz, catalog no. sc-8008, 1:1000), MYC tag antibody (Santa Cruz, catalog no. sc-40 HRP, 1:2000), FLAG tag antibody (Sigma, catalog no. B3111, 1:1000), Actin (Santa Cruz Biotechnology, catalog no. sc-8432, 1:2000), Lamin B (Santa Cruz Biotechnology, catalog no. sc-374015, 1:1000), LSD1 (Abcam, catalog no. ab129195, 1:1000), His tag antibody (Santa Cruz, catalog no. sc-8036, 1:1000), HA tag antibody (Santa Cruz, catalog no. sc-7392, 1:1000), Acetylated-Lysine antibody (Cell Signaling Technology, catalog no. 9441s, 1:1000), GFP antibody (Cell Signaling Technology, catalog no. 2555s, 1:1000), HDAC1 (Santa Cruz, catalog no. sc-81598, 1:1000), PU.1 (Santa Cruz, catalog no. sc-390405, 1:1000), KDM5C (Santa Cruz, catalog no. sc-376255, 1:1000), p38 MAPK (D13E1) antibody (Cell Signaling Technology, catalog no. 8690s, 1:1000), Phospho-p38 MAPK (Thr180/Tyr182) (D3F9) (Cell Signaling Technology, catalog no.4511s, 1:1000), p44/42 MAPK (Erk1/2) (137F5) (Cell Signaling Technology, catalog no. 4695s, 1:1000), Phospho-p44/42 MAPK (Erk1/2) (Thr202/Tyr204) (D13.14.4E) (Cell Signaling Technology, catalog no. 4370s, 1:1000), SAPK/JNK antibody (Cell Signaling Technology, catalog no. 9252s, 1:1000), Phospho-SAPK/JNK (Thr183/Tyr185) (G9) (Cell Signaling Technology, catalog no. 9255s, 1:1000), Phospho-NF-κB p65 (Ser536) (93H1) (Cell Signaling Technology, catalog no. 3033s, 1:1000), Peroxidase AffiniPure Goat Anti-Rabbit IgG (H + L) (Jackson ImmunoResearch, catalog no. 111-035-003, 1:5000), Peroxidase AffiniPure Goat Anti-Mouse IgG (H + L) (Jackson ImmunoResearch, catalog no. 115-035-003). K122-acetylated p65 antibody was produced by Shanghai Hui Ou Biotechnologies Company.

### RNA-Seq

In vitro-differentiated BMDMs from WT and *Zmynd8* cKO mice were applied to LPS (100 ng/ml, Sigma) or IL-4 (20 ng/ml, Novoprotein) for 6 h, respectively. Then, total RNA was isolated from those treated cells and untreated cells as well. Three biological replicates were mixed and provided for library construction and sequencing (RiboBio. Ltd). Briefly, libraries were constructed from polyadenylated RNAs and sequenced with an Illumina HiSeq 4000 on an SR-50 run aiming for 30 million reads per sample. Reads were aligned to the mm10 mouse transcriptome using TopHat. Significant genes were defined by the *p* value and false discovery rate of the cutoff of 0.05 and fold changes ≥1.2, and differential gene expression was subsequently analyzed using the DAVID bioinformatics platform and determined using Cuffdiff. GSEA was performed using software available from the Broad Institute (www.broadinstitute.org/gsea). Heatmap analyses of RNA Sequencing data were performed using RStudio.

### ChIP, ChIP-Seq, and ATAC-seq

The ChIP assay procedure was modified from the manufacturer’s instructions (EZ-ChIP, millipore). Briefly, isolated BMDMs or mouse Raw264.7 cells (about 1 × 10^7^ cells) were fixed with 1% methanol-free formaldehyde (Thermo Fisher Scientific) at room temperature for 10 min, followed by quenching with 125 mM glycine. All subsequent steps were implemented as the standard ChIP protocols^42^. And libraries were sequenced with an Hiseq 2500. The FASTQ data were mapped to the mouse genome (mm10) using Bowtie, and significant enrichments were identified by MACS2.0 using Broad Peak mode with *p* value ≤1 × 10^−5^, FDR ≤ 0.01 as a cutoff to call peaks from the aligned results. Reads-per-million-normalized wiggle files were displayed in the UCSC genome browser. Antibodies used in ChIP are ZMYND8 (Bethyl, catalog no. A302-090A, 2 μg/sample), H3K4me1 (Cell Signaling Technology, catalog no. 9751, 2 μg/sample), LSD1 (Abcam, catalog no. ab129195, 2 μg/sample), H3K4me2 (Abcam, catalog no. ab32356, 2 ug/sample), p65 (Santa Cruz, catalog no. sc-8008, 2 ug/sample). Shanghai DIATRE Biological Technology performed the ATAC assay. And libraries were sequenced with NovaSeq 6000.

### Super-enhancer identification

Super-enhancers were identified using ROSE (https://bitbucket.org/young_computation/), which is an implementation of the algorithm. Briefly, this algorithm stitches constituent enhancers together if they are within a certain distance and ranks the enhancers by their input-subtracted signal of H3K27ac. It then separates super-enhancers from typical enhancers by identifying an inflection point of the H3K27ac signal versus enhancer rank. In our study, ROSE was run with a stitching distance of 12500 bp, and then the total ChIP-seq occupancy of H3K27ac^42^ from NT and classically polarized BMDMs were applied to the analysis. Meanwhile, increasing ChIP-Seq occupancy of ZMYND8 was ranked based on ChIP-seq of H3K27ac in BMDMs^42^, which revealed a clear inflection point in the distribution of ZMYND8 at enhancers. The inflection point was geometrically defined and used to establish the cutoff for super-enhancers.

### FRAP assay and analysis in live cells

HeLa cells were transfected with various GFP-tagged plasmids by using Lipofectamine 2000 (Thermo). Twenty-four hours later, transfected cells were applied to a live-cell image system (Carl Zeiss LSM880). For EGFP excitation, a 488 nm line of an Argon Krypton laser and fluorescence emission was collected between 500 and 560 nm. A pre-bleach image was captured by averaging four consecutive images. A region of interest (ROI) spot inside the cell was bleached with a laser pulse, lasting between 0.1 and 0.5 s at 100% power without scanning. Then single section images were then collected at 5-s intervals, and at this time, the laser power was typically attenuated to 10% of the maximum. Plots generated from the background were subtracted from the ROI images using the ImageJ 2.1.0 (http://rsb.info.nih.gov/ij).

### Immunofluorescence and DNA FISH

For immunofluorescence, 4% paraformaldehyde-fixed BMDMs or Raw264.7 cells were first incubated with PBS containing 0.5% Triton X-100 for 15 min at room temperature. Primary antibodies for endogenous ZMYND8 (Sigma, HPA020949) were used at a dilution of 1:200 for 1 h at 37 °C, then washed three times in PBST (PBS containing 0.1% Triton X-100), followed with appropriate fluorescent-conjugated secondary antibody (1:400) dilution for 30 min at room temperature. Goat anti-Rabbit IgG (H + L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 488 (Invitrogen, catalog no. A-11008), Goat anti-Mouse IgG (H + L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 594 (Invitrogen, catalog no. A-11005). Then cells were washed three times with PBST and were ready for confocal analysis. For immunofluorescence with DNA FISH assay, antibodies labeled cells were fixed for a second time with freshly prepared 2% paraformaldehyde for 10 min at room temperature and then treated with 0.1 M Tris-HCl (pH 7.4) for 5 min. Before hybridization, coverslips with cells were incubated in 0.1 N HCl for 5 min and washed twice with PBS. Coverslips were treated with RNase A for 1 h at 37 °C, followed by equilibration in 50% formamide/2× SSC for 1 h. Then, probes in the hybridization buffer were applied to the coverslip. Coverslips were heated to 80 °C for 6 min followed by overnight hybridization at 37 °C in a humidified dark chamber. The coverslips were then washed twice with pre-warmed buffer containing 50% formamide/2× SSC and twice with 2× SSC before being finally mounted with Vectashield antifade mounting medium with 4,6-diamidino-2-phenylindole (Vector Laboratories).

DNA FISH probes were custom designed and generated by Shanghai Shinegene Molecular Biotechnology Company to target *Ccl2* super-enhancer. DNA probe sequences for *Ccl2*:

5′-Biotin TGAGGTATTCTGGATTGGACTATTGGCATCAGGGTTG.

### Protein purification

pET plasmids encoding the IDR region of ZMYND8 or other genes of interest were engineered to include a 6× His tag followed by either mEGFP or mCherry. Plasmids were then transformed into Rosetta-competent cells (Novoprotein). A single bacterial colony was inoculated into LB media and grown overnight at 37 °C. Then cells containing the constructs were diluted 1:30 in 500 ml LB media and grown at 37 °C for 1.5 h before IPTG addition and for 18 h at 16 °C after 200uM addition of IPTG. Cell pellets of 500 ml of cell culture were resuspended in 15 ml of cell suspension buffer (50 mM Tris 7.5, 300 mM NaCl, 20 mM imidazole) with cOmplete protease inhibitors (Roche) and sonicated (20 cycles of 10 s on, the 20 s off). The lysates were cleared by centrifugation at 12,000*g* for 30 min, and the supernatant was added to 1 ml of Ni-NTA agarose (Smart Lifesciences). Tubes containing this agarose lysate slurry were rotated for 30 min. The slurry was washed with ten volumes of the lysis buffer containing 50 mM imidazole and eluted with elution buffer containing 250 mM imidazole. The eluted fraction was sent to SDS-PAGE analysis for the right size and replacements with Buffer D (50 mM Tris-HCl pH 7.5, 10% glycerol, and 1 mM DTT).

### In vitro LLPS assay

Recombinant GFP or mCherry tagged proteins were purified and concentrated to a proper concentration using ultracentrifugal filters (10K MW, Millipore). Recombinant proteins at different concentrations were then added to the LLPS formation buffer containing 50 mM Tris-HCl pH 7.5, 10% glycerol, 1 mM DTT,125 mM NaCl, and 10% PEG8000 as the crowding agent. The protein solution was loaded onto a glass-bottom 96-well plate and then imaged with a confocal microscope with a ×40 objective. Meantime, the various concentrations of salt (NaCl) or 1,6-hexanediol were added into LLPS buffer with the recombinant protein of interest and imaged as described above in the FRAP assay.

### In vitro protein acetylation assay

The p300 protein was expressed and purified from plasmids transfected HEK-293 T cells. The p65-cherry protein acetylation assay was performed as previously^49^. In the standard assay, a reaction mixture containing 120 μg of purified His-tagged p65 fusion protein, and purified HA-tagged p300 protein from 293 T into 30 μl of acetylation assay buffer (250 mM Tris-HCl, pH 8.0, 50% glycerol, 0.5 mM EDTA, 5 mM dithiothreitol). The reaction mixture was kept in a 30 °C shaking incubator for 4 h. SDS-PAGE evaluated acetylated p65 followed with immunoblot and then added into in vitro LLPS buffer together with other proteins.

### Enhancer RNA (eRNA) assay

According to the manufacturer’s guidelines (Cell-Light TM EU Nascent RNA Capture Kit; RiboBio), nascent RNA was labeled in BMDMs by ethynyl-labeled uridine (EU). Subsequently, the resulting EU-labeled RNA was detected via Cu(I)-catalyzed click chemistry that introduced a Biotin tag for RNA purification. At last, streptavidin-purified RNA was applied to reverse transcriptase-mediated cDNA synthesis and further qPCR analysis.

### Statistical analysis

One- or two-way ANOVA, where applicable, was performed to determine whether an overall statistically significant change existed before the Student’s *t*-test was used to analyze the difference between any two groups. Data are presented as means ± SD. *P* < 0.05 was considered statistically significant. Analyses were performed with GraphPad Prism(ver.8) statistical software.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of additional Supplementary File

Supplementary Data 1

Reporting Summary

## Data Availability

The data that support this study are available from the corresponding authors upon reasonable request. The next-generation sequencing data generated in this study have been deposited to the GEO database under accession number GSE169470. Public data sets used in this study include GSE3365, GSE81259, GSE55098, and GSE97779. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: ZMYND8 mediated liquid condensates spatiotemporally decommission the latent super-enhancers during macrophage polarization
**Source:** Nat Commun. 2021 Nov 11;12:6535. doi: 10.1038/s41467-021-26864-x
**Supplement:** Supplementary file 3 — Description of additional Supplementary File

### **Description of additional Supplementary data files**

File name : Supplementary Data 1

Description: The source of plasmids, as well as all the cloning primers and RT-PCR primers, are listed here.

How the deposited data were processed for this re-analysis (not part of the article)

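RNA-seq was analysed in 12 libraries, 6 from BMDMs and 6 from Raw264.7 cells, out of the 47 samples of the series. The other 35 samples, which include the ChIP-seq and ATAC-seq samples, were not analysed here. Conditions were taken from the sample labels, the Results and the Methods. The deposited column taken as WT p65 is headed WT with LPS and does not name p65 KO, so unmodified Raw264.7 cells are not excluded for that library. The label of the Zmynd8 KO library gives no treatment.

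For BMDMs, the authors aligned reads with TopHat to the mm10 transcriptome and deposited estimated counts per gene, which are not divided by anything and are whole numbers for about 75% to 77% of the values above 0. The authors also deposited TPM, which were not used here. The deposited log2 fold changes equal the log2 ratio of counts divided by library totals, apart from genes given a value of 0. The deposited p-value of each gene comes from the authors' test of 2 libraries, and the paper names Cuffdiff while the deposited tables are named for DEGseq. Of the table entries, 431 in NT and LPS and 2 in IL-4 were not genes and held no counts, and 51912 genes remained in each. After IL-4, 18 genes with at least 100 counts carry a deposited log2 fold change of 0 and a p of 1, and their own counts were used here.

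For Raw264.7 cells, the authors deposited 1 signal value per gene and library, with log2 fold changes and p-values but no adjusted p. The signal was found to be a whole number of reads divided by a size factor for each library, for 100% of genes in each library but Zmynd8 KO, where the value of the Zmynd8 gene was the 1 exception. The tables were normalized separately, and the D/E-A table lists 12771 genes while the Zmynd8 KO table lists 23772. Gene names had been turned into calendar dates for 18 genes of the D/E-A table, 20 of the K122R table and 23 of the Zmynd8 KO table, and these genes were kept under those names. Beside the values, 2 unlabelled columns of per-sample values were not used. Of the unlabelled columns of gene names, a list of 285 names (the listed genes) and a list of 1529 names (the longer list) were used as lists whose meaning is not stated, and lists of 966 and 186 names were not used. The design had assumed counts, and for tables without counts it named log2 of the value plus 1 with the fold rule alone, so that rule was applied to the deposited values. The results under library totals had been seen during exploration before this reading of the design was settled, and both are therefore given where they part, above all for K122R.

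Estimated counts were rounded to whole counts. Library totals ranged from 22597421 to 28386625 counts for BMDMs and from 15127110 to 21042628 reads for Raw264.7 cells. In BMDMs, log2 fold changes were computed on CPM plus 1 for genes with a mean of at least 10 counts, and a gene was called at a fold change of at least 1.2 with an adjusted p under 0.05 from a two-sided exact binomial test on the reads. In Raw264.7 cells, genes with a mean value of at least 1 were called on a fold change of at least 1.2. Each comparison set 1 library against 1 library, in 3 BMDM comparisons (NT, LPS, IL-4) and 4 Raw264.7 comparisons (D/E-A and Zmynd8 KO against WT Zmynd8, K122R and p65 KO against WT p65). For a named gene with at most 3 counts in 1 of the 2 libraries, the counts and their limits are given in place of a fold change. Limits on a gene are 95% Clopper-Pearson limits on the reads, and limits on the median of a list come from 1000 redraws of the reads. The numbers higher and lower in a list count point values, including those of genes with too few counts for a direction, which the numbers of called genes leave out in BMDMs. A list's median is given with its percentile among 10000 random lists of the same size, matched on mean expression in 50 bins, as a description of these libraries. The running-sum score follows the weighted form of GSEA on the tested genes, ranked by log2 fold change.

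Gene names in the text follow 1 rule: the genes that the paper names, and per comparison the 5 highest and 5 lowest log2 fold changes among called genes with a mean of at least 100 counts (BMDMs) or a mean value of at least 10 (Raw264.7). Other genes that are named, such as Xist, Lyz1, Lyz2, S100a8 and Camp, come from the hand-written lists or were chosen after their values were seen. Besides the genes of the paper, 8 hand-written lists were used: NF-κB genes, interferon-response genes, neutrophil genes, dendritic cell genes, B cell genes, housekeeping genes, genes of the Y chromosome, and Xist. These lists, the comparisons, the call rule and most alternatives were chosen before the data were examined.

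The alternatives were a pseudocount of 0.1, no filter on low values, a mean of at least 50 or 1000 counts or a mean value of at least 5, scaling by the median ratio or by TMM, a log2 fold change over 1.2, a fold change of at least 2, the deposited adjusted p, the fold rule alone, list members past the filter only, the NF-κB pathway without the genes of Fig. 1b or replaced by the hand-written list, and an exact test of edgeR with an assumed biological coefficient of variation of 0.2. Chosen after the data were seen were the scaling of deposited values by library total, the tests on reads recovered from the deposited values, and all alternatives on the 2 unlabelled lists. The deposited Zmynd8 value of the Zmynd8 KO library was left out, because it is not a whole number of reads.

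The tests were tested on simulated data. Counts were drawn for the real genes with 200 genes changed by a fold of 2, and of 12388 tested genes the binomial rule called 188 of the 200 changed genes (94.0%) and 4 unchanged genes. The draws held counting noise alone, which the binomial test assumes, and no changed gene was low in counts. The real spread after LPS was 0.190, against 0.0614 from counting noise. The 4 calls therefore give no error rate for the calls in the real libraries. The edgeR test with the assumed coefficient called 0 of the 200, so it does not detect a fold of 2 with 1 library per condition. Reads divided by a size factor were recovered exactly for 100% of 51912 simulated values. Unchanged groups against a shared control were simulated with counting noise alone and with the assumed coefficient of variation. The software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16.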

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

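In this part, the tests of scaling for the interferon-response genes, of swapped labels and carried-over RNA, and of the Xist reads were chosen only after the result was seen, as were the limits that decide how far a value must lie from another for those tests.

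The library labelled Zmynd8 cKO differed from the WT library in opposite directions without treatment and after IL-4. A hand-written list of 30 interferon-response genes had a median log2 fold change of -1.74 in NT, where all 29 genes with counts were called lower, and of 0.88 after IL-4, where 29 of 30 were higher. After LPS the median was -0.075, at percentile 7.92 of the random lists. The 14 genes of Fig. 1b had a median of -0.17 in NT and of 1.53 after IL-4. With 1 library per condition, the difference between treatments was not tested. The scaling of the libraries was argued against as the whole cause, since the interferon list kept a median of -1.71 in NT and 0.87 after IL-4 under TMM. Gene length was argued against as well, since after the trend with length was subtracted the medians were -1.68 and 0.86. The largest median of any group of genes of similar length was 0.43 in NT and 0.087 after IL-4, in absolute size. What stays open is a response to loss of Zmynd8, a difference in interferon in the cultures, and a difference between the mice other than Zmynd8, none of which these tables test.

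Among 538 genes that LPS raised at least 4-fold in WT BMDMs, 519 had counts after IL-4, and 412 of these were higher in the library labelled cKO, with a median log2 fold change of 0.34, above all random lists. An exchange of the LPS and IL-4 libraries was argued against, since the lower LPS library held 1033 times as many Nos2 reads per total as the higher IL-4 library. Scaling was argued against as the whole cause, with a median of 0.33 under TMM. RNA of LPS-treated cells carried into the IL-4 cKO library would add the same share of each gene. For the 20 most abundant LPS-raised genes, the excess was a median of 1.72% of the level in the LPS-treated cKO library, with a range from -1.16% to 16.7%. The test written first asked how many of the 20 lay within a factor of 2 of the median, and 11 did, which by itself did not argue against this explanation. A further test, chosen after that count was seen, found 4 genes with less than the median share divided by 5, namely Nos2 (0.0802%), Saa3 (0.198%), Cxcl9 (0.0229%) and Irf7 (-1.16%). Their levels argue against carried-over RNA as the whole source, although carried-over RNA as a part of it was not tested. A weak stimulus in the IL-4 culture, such as LPS or interferon, and the loss of Zmynd8 cannot be told apart, because both predict the median of 0.34 and each condition has 1 library.

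The Raw264.7 libraries of the Zmynd8 lines held 8467 Xist reads (WT Zmynd8), 8062 (D/E-A) and 7109 (Zmynd8 KO), a signal outside the genes the paper discusses. The libraries of the p65 lines held 2, 0 and 3. On 3 Y chromosome genes in their table, the WT Zmynd8 library held 4 reads and the Zmynd8 KO library 0, and the D/E-A table lists none of these genes. On 4 such genes the p65 lines held 869 to 3495. Loss of the Y chromosome in culture does not bring Xist, and the lowest Xist count, 7109, argued against it as the whole cause. For the WT Zmynd8 and Zmynd8 KO libraries, a mixture of cells like those of the p65 libraries with cells of a female mouse was argued against, since the Y chromosome reads leave room for at most 0.686% of such cells. For the D/E-A library such a mixture and other cells cannot be told apart by these reads, because its table lists 0 of the Y chromosome genes. The values were in line with other cells than those of the p65 libraries, or with a mislabelled sample. Across 10819 genes, each Zmynd8 line library had a Spearman correlation with the LPS-treated BMDM libraries that was higher than with any p65 line library, by at least 0.125, and all 6 BMDM libraries held many Xist reads (6133 to 31447). Expression levels set across these tables come from separate normalizations, and genes are not independent replicates. Which cells were used, and whether the tables or the labels were exchanged, was not tested. This pattern was found and tested on the same data, so it remains a hypothesis.

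The Zmynd8 KO and p65 KO libraries without an added gene are a comparison that the paper does not report from RNA-seq. On reads recovered from the deposited values, with library totals and a binomial test, 402 of 14524 genes had a fold change of at least 2 between the Zmynd8 KO and WT Zmynd8 libraries, 95 higher and 307 lower. Between p65 KO and WT p65 it was 166 of 13484, 99 higher and 67 lower. Simulated libraries with the same shares of reads gave 0 calls in the Zmynd8 comparison and 0 in the p65 comparison, but this sets single libraries against counting noise alone and decides nothing. The knockout, spread between cultures and counting noise as a part of these calls cannot be told apart, because each line has 1 library. With an assumed biological coefficient of variation of 0.2, edgeR called 171 genes and 26 genes, and that coefficient was not measured.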

How the results depend on the processing

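The library total scaling of the Raw264.7 values, the tests on recovered reads, and all alternatives on the 2 unlabelled lists were chosen after the data were seen. Results under library totals had been seen before the main setting for Raw264.7 was settled. The other tests in this part were not chosen after a result was seen. No paired analysis was possible because each condition has 1 library. The adjusted p of the deposited tables was not run for the 4 Raw264.7 comparisons, whose tables hold none, and the fold rule alone is their main setting.

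A fold rule stricter than 1.2 lowers a count by its construction. With a log2 fold change over 1.2, calls fell from 3204 to 48 after LPS (28 higher), from 5934 to 264 in NT, from 3208 to 150 after IL-4, from 9271 to 1482 in D/E-A, from 12453 to 3096 in K122R, from 14977 to 4521 in Zmynd8 KO and from 10325 to 2537 in p65 KO. At a fold change of at least 2 the numbers were 112, 477, 261, 2345, 3926, 5459 and 3149 in that order. Overlaps of genes called higher then fell from 1210 to 5 between cKO and D/E-A, from 1286 to 46 between D/E-A and K122R, from 450 to 5 between cKO and K122R, and from 295 to 0 for all 3. The split between higher and lower changed with the rule as well. From a fold change of 1.2 to the log2 rule it went from 2701 higher and 3233 lower to 65 and 199 in NT, from 1822 and 1386 to 150 calls with 29 lower after IL-4, and from 2119 and 1085 to 28 and 20 after LPS. In the Raw264.7 lines it went from 4686 and 4585 to 459 and 1023 in D/E-A, from 7196 and 7781 to 1443 and 3078 in Zmynd8 KO, from 6051 and 6402 to 1592 and 1504 in K122R, and from 5222 and 5103 to 1461 and 1076 in p65 KO. In D/E-A the split is partly set by the table, which lists only genes with at least 21 reads in the WT Zmynd8 library, so genes low there and high in D/E-A are missing. For the other comparisons the cause was not tested.

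The edgeR test with an assumed biological coefficient of variation of 0.2 assumes more spread and called 37 genes after LPS, 273 in NT and 160 after IL-4. On recovered reads it called 894 in D/E-A, 310 in K122R, 171 in Zmynd8 KO and 26 in p65 KO. The binomial test on recovered reads with library totals called 5677 in K122R (1625 higher, 4052 lower), 6206 in Zmynd8 KO and 2671 in p65 KO, and overlaps were 607 between D/E-A and K122R (482 expected from the margins), 243 between cKO and K122R (241 expected), and 154 for all 3 (86.2 expected). The number expected for all 3 takes the sets as independent, while cKO and D/E-A by themselves shared 1133 genes against 656 expected. With a mean value of at least 5, which leaves fewer genes, 6514 were called in p65 KO.

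A pseudocount of 0.1, which shrinks genes with few counts less, raised the medians after LPS to 0.23 for the genes of Fig. 1b (0.11), to 0.15 for the NF-κB pathway (0.11) and to 0.12 for the listed genes (0.10). When only list members past the filter on the mean were kept, the medians were 0.23 for the genes of Fig. 1b and 0.15 for the pathway. With the hand-written NF-κB list, the median was 0.21 and the running-sum score 0.582 (0.366).

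Scaling by the median ratio gave medians of 0.067 for the pro-inflammatory genes in LPS BMDM (those of Fig. 1b) and 0.395 for the 8 latent SE genes after LPS (0.43), and -0.074 for those genes in K122R (-0.096), 0.062 for the listed genes after LPS and 0.013 for the longer list (0.048). TMM gave 0.069, 0.40, -0.075, 0.064 and 0.015 in that order, and 0.28 for the listed genes in D/E-A (0.31). The share of calls that were higher after LPS was 66.1%, and 56.7% under the median ratio. Kdm1a in Zmynd8 KO reversed to -0.025 under the median ratio (0.039). The median ratio moved the median of all genes by -0.037 after LPS, 0.021 in K122R and -0.062 in Zmynd8 KO. TMM moved it by -0.036 after LPS, 0.020 in K122R and -0.031 in D/E-A. The changes in this paragraph follow from these shifts by construction.

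Scaling of the deposited values by library total moved the median of all genes in K122R by -0.14, which lowers each value there by its construction. Calls in K122R were then 33.7% higher, against 48.6%. The listed genes in K122R reversed to -0.072 (0.068), Lrrc28 to -0.019 (0.12) and Kdm1a to -0.069 (0.075). The latent SE genes in K122R moved to -0.24, and the listed genes in D/E-A to 0.28. Kdm1a in Zmynd8 KO reversed to -0.034. The shift was -0.034 in D/E-A and -0.072 in Zmynd8 KO, so these changes follow from the shift as well. The median of all genes in K122R was then -0.14, and that of the listed genes, -0.072, still lay above it.

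Stricter filters, which leave fewer genes with few counts, lowered the spread of log2 fold changes in BMDM: LPS went from 0.190 to 0.182 with a mean of at least 50 counts and to 0.161 with at least 1000, and IL-4 from 0.161 to 0.149 and 0.121. In NT it stayed within its limits.

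For the 269 results on named genes, 880 values under an alternative kept their side of the threshold or stayed within their limits. A further 66 moved, 4 were stronger, 6 were weaker and 4 reversed. For the other results, 103 values kept, 56 moved and 1 reversed. Depth limits the genes with few counts, such as Il23a (7 and 2 counts) and Ccl17 (0 and 1) in LPS-treated BMDMs, which give no direction.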

Differences from the paper's values

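In this part, the scaling by library totals and all alternatives on the unlabelled lists were chosen after the data were seen. The remaining tests here were not chosen after a result was seen. The paper's running-sum score of the NF-κB pathway after LPS is about 0.8 in Fig. 1c, read by eye, and the score here was 0.366. With the hand-written list of NF-κB genes it was 0.582, and under the other alternatives set before the data were examined it lay between 0.334 and 0.348. None of the alternatives set before the data were examined closed the gap, and the paper's own gene set for this score was not used here.

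The paper's median log2 fold change of LPS-gained genes is about 1 in Fig. 2c, read by eye, and the median of the longer unlabelled list was 0.048 here. That list has 1529 names where the paper counts 1512, and carries no label. The alternatives gave 0.055 with a pseudocount of 0.1, 0.013 under the median ratio, 0.015 under TMM and 0.054 with list members past the filter. None of these alternatives, which were chosen after seeing the data, closed the gap.

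The share of differentially expressed genes that are higher after LPS is about 94% in Fig. 1a, read by eye, and was 66.1% here. It came nearest to the paper's value with a mean of at least 50 counts (67.5%). It was 66.0% with a pseudocount of 0.1, 65.7% without a filter, 64.8% with the deposited adjusted p, 63.4% at a fold change of at least 2 and 62.8% with the fold rule alone. It fell furthest from the paper's value under the median ratio (56.7%), TMM (57.2%), a log2 fold change over 1.2 (58.3%) and edgeR (59.5%).

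The paper names Nos2 and Cxcl10 among the genes that are higher without Zmynd8 after LPS. Here Nos2 had a log2 fold change of -0.016, and Cxcl10, at 0.10, did not reach the fold change of 1.2. Of the other genes of its heatmap, Il27 (-0.38) was called lower. Cxcl11 (-0.036) and Il15 (-0.061) were not called and their limits include no change, and Il23a had 7 and 2 counts, too few for a direction. With a pseudocount of 0.1, the median ratio or TMM, Nos2 and Cxcl10 stayed under a fold change of 1.2.

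The paper describes the WT and Zmynd8-deficient transcriptomes as similar without treatment and after IL-4. Here 5934 genes were called in NT and 3208 after IL-4, against 3204 after LPS, and the 13 genes of Fig. 1b that could be tested after IL-4 were all higher there. NT had the most calls under each alternative, and LPS and IL-4 were nearly equal in the main setting. LPS had more calls than IL-4 with a mean of at least 50 counts (2895 against 2761), the deposited adjusted p (3720 against 3601) and the fold rule alone (4449 against 4065). IL-4 had more under the other alternatives, such as a fold change of at least 2 (261 against 112). The paper reports that Arg1, Mrc1 and Pdl2 did not differ significantly after IL-4 in its Supplementary Fig. 2e. Here Arg1 was not called, and Mrc1 (-0.32) and Pdcd1lg2 (-0.43) were called lower in a test of 2 libraries, which has no replicates and is not the paper's test.

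The paper reports that most latent SE genes are elevated in K122R. Of the listed genes, 146 were higher and 114 lower with the deposited values, and 149 were higher under the median ratio and under TMM. With library totals, a setting chosen after seeing the values, 111 were higher and 149 lower, which follows from its shift of all genes by -0.14. The longer unlabelled list had 830 genes higher and 546 lower, with a median of 0.11 above all random lists. The 8 genes named at latent SEs were 3 higher and 5 lower.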

Other observations

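The tests of the Lyz1 share and of neutrophil RNA in this part were chosen only after the result was seen.

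In the 3 libraries labelled Zmynd8 cKO, Lyz1 took 0.853% (NT), 1.50% (LPS) and 2.77% (IL-4) of the reads on Lyz1 and Lyz2, against 0.0369%, 0.0576% and 0.0244% in the WT libraries. In the Zmynd8 lines it took 3.46% with WT Zmynd8, 3.15% in Zmynd8 KO and 0.0893% in D/E-A. In the p65 lines it took 2.5% with WT p65, 6.14% in K122R and 4.06% in p65 KO, so a high share by itself does not mark the Lyz2-Cre allele. Between WT Zmynd8 and D/E-A, 40.6 Lyz2 reads were gained for each Lyz1 read lost, each per total. Reads shared between these near-identical genes, a difference in genetic background such as the Lyz2-Cre allele and other causes cannot be told apart. Lyz2 can rise by itself while Lyz1 reads are assigned to it, and few genes mark the background. Of 15 other genes that were higher in the library labelled cKO in all 3 BMDM comparisons, 9 had a value in the D/E-A table, 8 of them lower, with a median log2 fold change of -0.51 at percentile 5.16 of the random lists. In Zmynd8 KO 7 of 11 were lower, with a median of -0.23 at percentile 13.4. In K122R 6 of 9 were higher (0.24, percentile 90.1), and in p65 KO 6 of 9 were lower (-0.05, percentile 40.9). No biological explanation was tested.

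The changes of the Zmynd8 KO and D/E-A libraries against the WT Zmynd8 library ran in parallel across 12770 genes, with a Spearman correlation of 0.834 and the same sign for 83.2% of genes. Simulated unchanged groups against a shared control gave a correlation of 0.472 with the assumed biological spread and the same sign for 66.7%. The simulation gave the control the same spread as the libraries set against it. A control that deviates more would raise the correlation, so the shared control is not excluded as the whole cause. For the p65 lines the observed correlation was 0.444, below the 0.479 of simulated unchanged groups. More RNA of neutrophils in the WT Zmynd8 library was in line with the values. All 9 genes of a hand-written neutrophil list were lower in Zmynd8 KO (median log2 fold change -0.43, the higher of the 2 medians) and in D/E-A (-0.83), each at percentile 0.03. S100a8 had 49845 reads in the WT Zmynd8 library, 34121 in Zmynd8 KO and 17370 in D/E-A, and Camp 17477, 12459 and 5310. LPS-treated BMDMs had counts for 8 of the 9 genes and a mean of at least 10 counts for 4, with 70 and 41 S100a8 counts in the WT library and the library labelled cKO. The p65 lines had 1 to 2 S100a8 reads. A shared response of the Zmynd8 KO and D/E-A lines to the lack of WT Zmynd8 stays open, and these genes make up a small part of the 12770.

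Other hand-written lists gave these medians of the log2 fold change. The neutrophil list had -0.20 after LPS, -0.11 in NT and 0.30 after IL-4. The dendritic cell list had -0.045 after LPS, -0.26 in NT, -0.53 after IL-4, -0.82 in D/E-A, 1.23 in K122R, -0.32 in Zmynd8 KO and 1.03 in p65 KO. The B cell list had 0.088 after LPS, 0.069 in NT, 0.11 after IL-4, -0.12 in D/E-A, 0.45 in K122R, -0.59 in Zmynd8 KO and 0.70 in p65 KO. The housekeeping list had -0.070 after LPS, 0.43 in NT, 0.058 after IL-4, 0.10 in D/E-A, 0.21 in K122R and 0.15 in both KO libraries. The interferon list had 0.58 in D/E-A, 0.29 in K122R, 0.34 in Zmynd8 KO and -0.021 in p65 KO. The hand-written NF-κB list had -0.013 in NT, 0.44 after IL-4, 0.15 in D/E-A, 0.20 in K122R, 0.20 in Zmynd8 KO and -0.010 in p65 KO.

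In the Zmynd8 KO library, Nos2 had 25371 reads against 9199 in the WT Zmynd8 library (log2 fold change 1.34), and Ccl2 had 3103 reads against 1503 (0.92). The 14 genes of Fig. 1b were 12 higher and 2 lower, with a median of 0.49 at percentile 99.1. In the p65 KO library the same genes were 5 higher and 9 lower, with a median of -0.13, and Il6 had 1213 reads against 2694 (-1.10). Ccl2 and Ccl7 were higher there, with 3193 reads against 1855 (0.83) and 491 against 266 (0.93). The lowest changes in Zmynd8 KO included Cd3g, with 28 and 0 reads (upper 95% limit of the log2 fold change -2.95), and Trbc1, with 23 and 0 reads (-2.64). In p65 KO the highest included Tnfsf8 (4.10) and the lowest Lin28b (206 and 2 reads, 95% limits -9.69 to -4.77) and Has1 (-3.60). The ribosomal RNA gene Rn18s-rs5 took 13.8% of the reads of the WT Zmynd8 library and 6.50% in D/E-A, and in the Zmynd8 KO table 13.7% and 11.1%.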
